# Lineage-Specific Disruption of Hematopoiesis by Oxaliplatin: Mechanisms of Erythropoietin Resistance and Immune Suppression

**DOI:** 10.14302/issn.2372-6601.jhor-25-5944

**Published:** 2026-02-16

**Authors:** Leland C. Sudlow, Junwei Du, Kiana Shahverdi, Haiying Zhou, Mikhail Y. Berezin

**Keywords:** Oxaliplatin, Hematopoiesis, Chemotherapy-induced anemia, Erythropoietin resistance, Lineage-specific myelosuppression, Bone marrow transcriptomics, Immune suppression

## Abstract

**Background:**

Oxaliplatin, a widely used chemotherapeutic agent, is associated with hematologic toxicities such as anemia, leukopenia, and thrombocytopenia. Despite their clinical relevance, the molecular mechanisms underlying lineage-specific bone marrow suppression remain poorly understood.

**Methods:**

We administered oxaliplatin to mice over eight weeks and performed RNA-sequencing (RNA integrity >8) on bone marrow alongside peripheral blood analysis and cytokine profiling. Transcriptomic data were analyzed to identify differentially expressed genes (DEGs) and enriched pathways. For that, we applied a thematic Gene Ontology (thematicGO) enrichment method that groups GO terms into biologically meaningful categories, such as hematopoietic lineage disruption, cell cycle arrest, and cytokine signaling.

**Results:**

Oxaliplatin induced broad transcriptional suppression of erythropoiesis and lymphopoiesis, with 3,691 DEGs identified (FDR<0.05, |FC|>1.5). Upregulation of *Cdkn1a* and downregulation of *E2f2* suggest G1/S cell cycle arrest, correlating with repression of key erythroid maturation genes (e.g., *Spta1, Slc4a1, Alas2*) and hemoglobin subunits (*Hba-a1/2, Hbb-bs/t*). Despite a ~3000-fold increase in renal *Epo* expression, bone marrow *Epor* was reduced, indicating erythropoietin resistance. B and T cell markers were also significantly downregulated, signifying a collapse in adaptive immunity. Notably, neutrophil populations were largely spared. Cytokine analysis in plasma revealed a pro-inflammatory shift with elevated TNF-mmunity. NotablGF-d T cell markers were also significantly downregulated

**Conclusions:**

Oxaliplatin induces a lineage-dependent suppression of hematopoiesis, driven by coordinated cell cycle arrest, metabolic stress, and disrupted cytokine signaling. RNA-seq analysis enabled integration of transcriptomic findings into coherent biological themes. These findings provide mechanistic insights into oxaliplatin’s hematologic toxicity linking bone marrow failure (potentially reversible) via interconnected inflammatory and metabolic pathways and may inform therapeutic strategies to minimize or restore myelosuppression in cancer patients.

## Introduction

Oxaliplatin is a third-generation platinum-based chemotherapeutic widely used in the treatment of gastrointestinal malignancies, particularly colorectal cancer. Oxaliplatin is widely used by itself and in combination with other drugs such as FOLFOX-based chemotherapy regimens. While effective against tumors, oxaliplatin causes substantial side effect such as peripheral neuropathy (1, 2) and hematologic toxicity, notably anemia, leukopenia, and thrombocytopenia (3). The hematologic side effects are attributed to direct impacts on hematopoietic stem cell (HSCs) in the bone marrow. Here, we examine systemic blood cell deficits and their molecular correlates in bone marrow post-oxaliplatin exposure to identify transcriptional programs involved in hematopoietic suppression.

According to the FDA-approved labeling (3), oxaliplatin-induced myelosuppression disrupts normal hematopoiesis, leading to decreased production of erythrocytes (anemia, 81% of patients), leukocytes (leukopenia (76%), neutropenia (73%), lymphopenia (6%)), and platelets (thrombocytopenia, 64%) which are commonly observed in patients receiving oxaliplatin alone or in combination with fluorouracil and leucovorin. The National Comprehensive Cancer Network specifically states that platinum-based chemotherapies such as oxaliplatin induce these adverse effects primarily by directly impairing hematopoiesis in the bone marrow, and this effect can accumulate with repeated cycles of therapy. The goal of this study was to connect the changes in the transcriptome with the hematological toxicity.

Despite widespread acknowledgment of oxaliplatin-induced cytopenia, the precise molecular and transcriptional programs underlying lineage-specific hematopoietic disruption remain poorly defined. Most prior studies have examined these effects either through peripheral blood counts or histopathology alone. However, emerging transcriptomic technologies offer a deeper, systems-level understanding of how oxaliplatin alters gene expression within bone marrow lineages to impair blood cell development. In this study, we combine conventional hematological measurements with bulk RNA sequencing of murine bone marrow to provide an integrated view of oxaliplatin’s impact across all major hematopoietic lineages.

Combining quantitative blood cell measurements with lineage-specific transcriptional signatures, we demonstrate that oxaliplatin induces a coordinated suppression of hematopoiesis that is strongest in the erythroid and lymphoid lineages, followed by monocytes, with megakaryocyte pathways showing compensatory transcriptional activity despite decreased platelet counts. Interestingly, neutrophil output appears relatively spared, both transcriptionally and phenotypically. The combined data enable a mechanistic dissection of oxaliplatin’s hematologic toxicity and points to potential pathways of partial recovery and resistance.

## Methods

### Animal care and experimental protocol

All experiments were carried out under Washington U. IACUC-approved protocol. Male and female 10-week-old C57BL/6 mice (Charles River Laboratory) were housed at room temperature and maintained on a 12:12 hour light/dark cycle with free access to water and food. Mice were randomly assigned to two groups: injection of 10 mg/kg oxaliplatin in 5% dextrose (Sandoz) or an equal quantity of vehicle control (5% dextrose) as we have previously reported (4). Drugs were delivered intraperitoneally (i.p.) for 8 weeks. Blood samples from cheek bleeds were collected at the start of the experiment, 4 weeks, and 8 weeks. Mouse body weights were monitored throughout the experiments.

The 10 mg/kg oxaliplatin dose used in this study was determined according to the recommended regimen used in clinical practice as previously described (4). Oxaliplatin dosing for humans (85 mg/m^2^ biweekly) is based on a mg/surface area (m^2^) basis to account for differences in patient heights and masses (5). The mouse equivalent dose (mg/kg) was similarly calculated based on body surface area. The quantity of drug delivered to mice was adjusted to each mouse’s individual body mass at the time of injection to ensure the dose did not exceed clinically relevant concentrations.

### Blood analysis

Hematological parameters were determined on mouse blood at weeks 0, 4 and 8 (day of sacrifice) of the experiment. Blood was collected from the submandibular vein via lancet puncture. Mice were restrained by hand at the nape of the neck. Up to 100 μL was collected and stored in EDTA-treated tubes on ice for less than an hour to avoid coagulation. Blood samples were tested with a Hemavet 1700 System (Drew Scientific) for complete blood counts (CBC), leukocyte differential counts, and red blood cell (RBC) parameters.

Estimates of individual leukocyte numbers were calculated from the WBC counts from the CBC and the differential count percentages. The following formula was used to determine the numbers of leukocyte types:

Eq. 1 $$N_{\text{type}}=\text{WBC count}\times \text{Diff}{\%}_{\text{type}}/100$$

Where *N* is the number of a particular leukocyte type, *WBC count* is the number of white blood cells from the CBC, *Diff%*_*type*_ is the percentage of a particular type of leukocyte.

### Cytokine measurements

Blood samples collected in EDTA-treated tubes were stored on ice until centrifugation (10,000 rpm, 4°C, 10 min). The supernatant was stored at −80°C. The cytokine levels were assessed using a commercially available, customized magnetic bead multiplex kit (Procartaplex Mouse Simplex beads, ThermoFisher). The assays were performed according to the manufacturer recommended protocol, with the modification of performing an overnight 4°C incubation for the multiplex cytokines. Milliplex Analyst 5.1.0.0 (Merck Millipore) was used to analyze and calculate the cytokine concentration from the median fluorescent intensity of each bead.

### Bone Marrow Extraction

Six days after the last oxaliplatin treatment, mice were euthanized via isoflurane induction and cervical dislocation. Bone marrow was harvested from tibia and femur by placing the cut end down in a perforated 0.5 mL centrifuge tube inserted in a 1.5 mL tube pre-filled with 500 mL RNA later solution, followed by centrifuge at 5,000g for 30s. To extract RNA, 1mL TRIzol (Invitrogen 15596026) reagent was used per 100 mL RNA later-bone marrow mixture. RNA was further purified on Pure link RNA Mini Kit columns (Invitrogen 12183018A).

### RNA sequencing and data analysis

RNA sequencing (RNA-seq) followed our established protocol (4). The RNA quality was assessed using the Agilent TapeStation 4200 System. Samples with an RNA integrity number (RIN) greater than 7 were used for sequencing. A cDNA library was prepared following the manufacturer’s protocol using the Clontech SMARTer method. The library was indexed, pooled, and sequenced on an Illumina NovaSeq 6000.

RNA-seq reads were aligned via the Ensembl release 101 (European Bioinformatics Institute) using STAR version 2.5.1a (6). Aligned reads were imported into Partek Flow (Partek Inc.) for downstream analysis. Briefly, gene counts were derived from the number of uniquely aligned unambiguous reads and normalized using the median ratio method. DEGs were identified with the DESeq2 package implemented in Partek Flow. DEGs with an FDR < 0.05 and absolute value fold change (|FC|) > 1.5, total 3691 DEGs), were utilized for KEGG analysis (7), g: Profilers using a custom code, STRING-db (8), Gene Ontology (9).

### Bioinformatics

thematicGO: Standard Gene Ontology (GO) enrichment methods often yield extensive lists of individual terms, complicating identification of coherent biological processes across complex datasets. To address this limitation, we applied a thematic grouping strategy (10) that consolidates enriched GO terms into biologically meaningful themes using a curated, keyword-based assignment approach. For example, the *Cell-cycle & Apoptosis* theme includes terms containing keywords such as *cell cycle*, *mitotic*, *chromosome*, *checkpoint*, *DNA replication*, *nuclear division*, *apoptosis*, *programmed cell death*, and *caspase*. A complete list of themes and associated keywords is provided in Supplemental Table S2. thematicGO enrichment analysis was performed on DEGs (FDR < 0.05, |FC| > 1.5; n = 3,691) using the *Mus musculus* genome as the background.

### Correlation analysis

Correlation analysis was performed using Inter Variability Cross-Correlation Analysis (IVCCA) software package that we have previously developed (11).

## Results

### Oxaliplatin affects a large number of genes in bone marrow: overall effect

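Bone marrow RNA came from 5 vehicle-treated and 5 oxaliplatin-treated C57BL/6 mice, each sequenced as its own library. The mice were 10 weeks old at the start and received oxaliplatin, a platinum chemotherapy drug that damages DNA, at 10 mg/kg in 5% dextrose, or 5% dextrose alone, for 8 weeks. According to the methods, marrow was taken from tibia and femur 6 days after the last dose, and RNA with an integrity number above 7 was made into cDNA with a SMARTer kit. The sample records instead describe removal of ribosomal RNA and priming with random hexamers, so the library chemistry is given in 2 ways. The authors aligned the reads with STAR to the mouse genome of Ensembl release 101 and deposited the number of uniquely aligned, unambiguous reads per gene in each mouse, without normalization. The table listed 55486 genes after repeated identifiers with identical counts and 1 line with a missing value were left out. Total counts per mouse ranged from 31062858 to 39293176 (median 33563067) with vehicle and from 30660153 to 41140527 (median 35895243) with oxaliplatin. Counts were scaled by the TMM method of edgeR and are given as CPM, counts relative to the scaled library size. Of the 55486 genes, 39712 had at least 1 count in any mouse, and 22363, of which 14912 are protein-coding, had enough counts to be tested with a minimum count of 10. Groups were compared with edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over the 22363 genes. Gene positions refer to GRCm38 and the GENCODE mouse release 21.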

Bulk RNA-seq analysis of bone marrow identified more than 13,400 genes in control and oxaliplatintreated mice. 

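At an adjusted p under 0.05 and a change of more than 1.5-fold, 5221 genes (23.3% of the 22363 tested in edgeR) differed between the groups, 2589 higher and 2632 lower after oxaliplatin. Without the fold-change threshold the number was 7413. For 4039 of the 5221 genes, every oxaliplatin-treated mouse lay on the same side of every vehicle-treated mouse; such separation held for 24.9% of all tested genes, against the 0.794% that chance gives for 5 against 5 mice. Testing each gene against a change of 1.5-fold, rather than filtering on the estimated change, moved the number most, to 2730. Scaling by library size alone shifted the median log2 fold change by 0.15, and the share of called genes that were higher went from 49.6% to 63.4%. Of the 82 genes the paper names with an RNA result, 80 could be tested in bone marrow; 61 had an adjusted p under 0.05 over all genes and 63 when the adjustment was made over these genes alone.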

For analysis, the RNA-seq results were separated based on the FDR score < 0.05 and a |FC| > 1.5 leading to 3,691 DEGs (Supplemental Table S1 and Figure 1A). 

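Over the 22363 tested genes, the first principal component of the log2 CPM values held 50.0% of the variance, and vehicle-treated mice scored from -73.0 to -50.4 on it while oxaliplatin-treated mice scored from 38.8 to 88.2. Average-linkage clustering on Pearson correlation, divided into 2 clusters, placed all 5 vehicle-treated mice in one and all 5 oxaliplatin-treated mice in the other. Vehicle-treated mice resembled each other more closely (lowest correlation 0.973) than oxaliplatin-treated mice did (lowest correlation 0.945), and the highest correlation between a mouse of each group was 0.951. These correlations are across genes, which are not independent replicates. Because each library came from its own mouse, the spread between mice was used as the error throughout. The chi-square per degree of freedom between libraries of the same group was at least 8.49, so no library was a repeat of another within counting noise.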

Heatmap analysis of these DEGs demonstrated clear and distinct clustering of oxaliplatin-treated vs control groups (Figure 1B), indicating a consistent effect of the treatment on gene expression among individual mice.

The enrichment analysis in g:Profiler showed an extremely strong signal with statistical significance p ≈ 10^−36^ – 10^−32^ for broad developmental and morphogenetic programs. Drilling into the significant rows (p < 10^−4^) revealed five tightly-connected themes: i) Cell-cycle regulation & apoptosis; ii) Metabolic re-wiring, iii) Extracellular matrix remodeling & cell-adhesion, iv) Hematopoietic & immune lineage commitment and v) Response to stress & cytokines, ( Figure 2).

### Oxaliplatin and cell cycle arrest, apoptosis, and metabolic rewiring

Transcriptomic analysis of bone marrow from oxaliplatin-treated mice revealed pronounced alterations in genes regulating cell cycle progression, apoptosis, and cellular metabolism (Figure 2). Among the differentially expressed genes, *Cdkn1a* (encoding p21) was one of the most strongly upregulated (FC = +21.1), consistent with activation of DNA damage response pathways and G1/S cell cycle arrest. This was accompanied by downregulation of the S-phase–associated transcription factor *E2f2* (FC = −3.4) (12) and altered expression of Cyclin D family members (*Ccnd2* and *Ccnd1*), indicating broad disruption of cell-cycle control (13). 

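Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), which encodes the cell-cycle inhibitor p21, was measured at 6.56 ± 0.405 CPM in vehicle-treated and 136 ± 31.8 CPM in oxaliplatin-treated mice (SD, n = 5 per group). The difference amounted to a log2 fold change of 4.37 (standard error 0.18, edgeR adjusted p = 1.3e-08), and each of the 5 oxaliplatin-treated mice was above every vehicle-treated mouse. With each mouse left out in turn the log2 fold change stayed between 4.32 and 4.56, and among the other settings the covariate of Y-linked genes moved it most, to 4.61. Oxaliplatin-treated mouse 5 had 79.2 CPM, apart from the 146 to 153 CPM of the other 4 but above every vehicle-treated mouse.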

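E2f2 (ENSMUSG00000018983, chromosome 4 from 136172394 to 136196057) fell from 667 ± 84.0 to 203 ± 15.8 CPM (SD, n = 5 mice per group), a log2 fold change of -1.72 (standard error 0.11, edgeR adjusted p = 3.3e-07). Ccnd1 (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) and Ccnd2 (ENSMUSG00000000184, chromosome 6 from 127125162 to 127152193), which encode cyclins D1 and D2, were both higher after oxaliplatin. Ccnd1 was measured at 19.5 ± 2.47 CPM in vehicle-treated and 53.9 ± 10.9 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.47 (standard error 0.15, edgeR adjusted p = 8.4e-06). For Ccnd2 the values were 99.1 ± 11.3 CPM in vehicle-treated and 399.8 ± 94.2 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 2.01 (standard error 0.15, edgeR adjusted p = 9.1e-07). All 4 cell-cycle genes, Cdkn1a included, separated the groups in 5 of 5 mice. A list of 22 S-phase and mitosis genes, averaged per mouse as log2 CPM, fell by 0.93 after oxaliplatin (exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, lower in 5 of 5 mice). A list of 17 early erythroid genes fell by 1.04 in the same mice, and the 2 falls were not tested against each other. Lower S-phase expression is therefore not separated here from loss of erythroid RNA. Within each mouse, E2f2 fell by 0.68 relative to this early erythroid list and rose by 0.88 relative to a 22-gene late erythroid list (each exact permutation p = 0.00794).

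**Figure D1:**
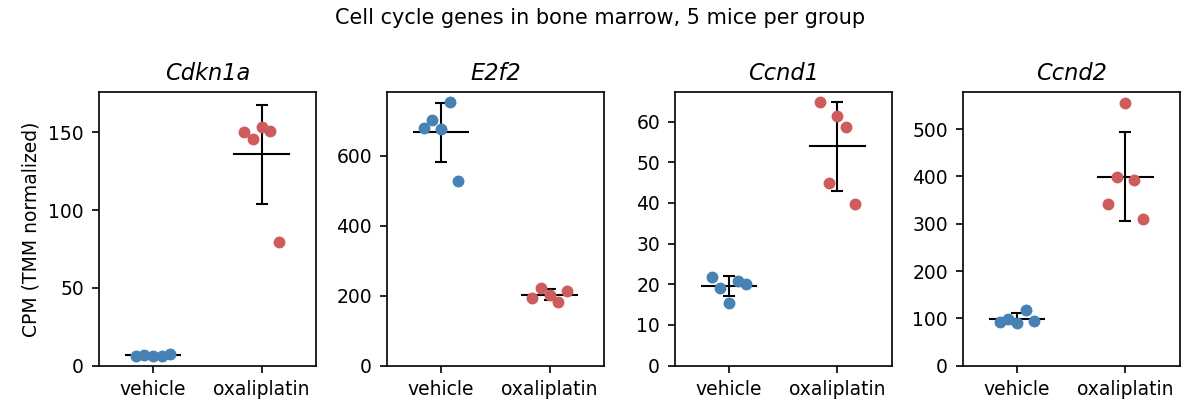
CPM of Cdkn1a, E2f2, Ccnd1 and Ccnd2 in bone marrow, with 1 point per mouse and the mean and SD of each group, on axes in CPM. Cdkn1a, Ccnd1 and Ccnd2 lie higher and E2f2 lies lower in all 5 oxaliplatin-treated mice than in any vehicle-treated mouse.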

Integrative correlation analysis (IVCCA) identified *Cdkn1a* as one of the most highly connected genes in the dataset, placing it among the top 2.5% of correlated DEGs.

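The connectivity of each of the 5221 differentially expressed genes was computed as the mean absolute Pearson r of its log2 CPM with all the others over the 10 mice; no p is given, because the genes were chosen for differing between the groups. Cdkn1a had a mean of 0.868, against a median of 0.773 over the genes, which placed it at rank 1, the top 0.0192%. The setting that moved this place most subtracted each group's mean from the values first, and Cdkn1a was then at rank 2487 of 5221, the top 47.6%. With Spearman's rho it stood in the top 26.6%, and with CPM that were not logged in the top 2.13%.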

Oxaliplatin treatment also induced transcriptional changes consistent with metabolic rewiring, including upregulation of multiple glycolytic enzymes (e.g., *Pfkl*, *Tpi1*, *Ldha*; Figure S2), suggesting a shift toward glycolytic metabolism. 

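The glycolytic enzyme genes named here were higher in every oxaliplatin-treated mouse than in every vehicle-treated mouse. Pfkl (ENSMUSG00000020277, chromosome 10 from 77986947 to 78010083) was measured at 60.5 ± 4.91 CPM in vehicle-treated and 139 ± 13.4 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.20 (standard error 0.092, edgeR adjusted p = 1.1e-06). Tpi1 (ENSMUSG00000023456, chromosome 6 from 124810586 to 124814296) stood at 124 ± 14.2 CPM in vehicle-treated and 264 ± 40.5 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.09 (standard error 0.12, edgeR adjusted p = 1.5e-05), and Ldha (ENSMUSG00000063229, chromosome 7 from 46841475 to 46855627) at 311 ± 42.1 CPM in vehicle-treated and 693 ± 135 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.15 (standard error 0.14, edgeR adjusted p = 4.0e-05). The mean log2 CPM over a list of 18 glycolysis genes rose by 0.55, from 7.29 ± 0.09 to 7.84 ± 0.11 (SD, n = 5 mice per group; exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, higher in 5 of 5 mice).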

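Because the 2 groups form separate clusters and each holds 5 mice, correlations of Cdkn1a were computed over the 10 mice after each group's mean was subtracted from the log2 CPM, with 100000 shuffles within groups for each permutation p. For Cdkn1a with 12 glycolytic genes, namely Slc2a1, Pfkl, Pfkp, Aldoa, Tpi1, Gapdh, Pgk1, Pgam1, Pgam2, Eno1, Eno3 and Ldha, the median Pearson r was -0.127 (permutation p = 0.505, adjusted p = 0.673 over 4 medians) and the median Spearman rho 0.0121 (permutation p = 0.968). The r was positive for 4 of the 12 genes, from -0.321 to 0.333, and without the 2 mice farthest from the median of Cdkn1a the median r was -0.219. Leaving out oxaliplatin-treated mouse 5 changed its sign, to 0.308.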

Expression of *Cdkn1a* was positively associated with these metabolic changes and negatively associated with genes involved in calcium handling and lipid remodeling, consistent with coordinated suppression of biosynthetic and homeostatic pathways.

Notably, *Sirt1* expression was reduced in bone marrow following oxaliplatin treatment (FC = −1.36, FDR = 1.11E-06), consistent with reported NAD^+^ depletion and suppression of SIRT1 activity in oxaliplatin-treated cells (14). 

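Sirt1 (ENSMUSG00000020063, chromosome 10 from 63319005 to 63381704), which encodes an NAD-dependent deacetylase, was measured at 45.2 ± 3.50 CPM in vehicle-treated and 33.4 ± 3.47 CPM in oxaliplatin-treated mice (SD, n = 5 per group). This was a log2 fold change of -0.43 (standard error 0.095, edgeR adjusted p = 0.00328), below a 1.5-fold change, and each oxaliplatin-treated mouse was lower than each vehicle-treated mouse (5 of 5). The adjusted p ranged from 0.00181 to 0.0254 over the other scalings, filters and models, and was at most 0.0182 with 1 mouse left out.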

Given SIRT1’s role in the development of hematopoietic stem cells (15) as well as restraining p53 signaling (16) and supporting lymphoid development under stress, its downregulation may contribute to the *Cdkn1a*-centered cell-cycle arrest and immune suppression observed here.

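Among 4 genes that promote apoptosis, Tnfrsf10b (ENSMUSG00000022074, chromosome 14 from 69767472 to 69784411), which encodes a death receptor, went from 2.06 ± 0.304 to 7.23 ± 2.45 CPM (SD, n = 5 mice per group), a log2 fold change of 1.81 (standard error 0.24, edgeR adjusted p = 7.9e-05). The log2 fold changes of the other 3, all p53 target genes, were Pmaip1 1.14 (edgeR adjusted p = 2.7e-04), Bax 0.74 (edgeR adjusted p = 1.7e-04) and Bbc3 0.83 (edgeR adjusted p = 4.2e-05). All 4 genes were higher in 5 of 5 oxaliplatin-treated mice than in any vehicle-treated mouse, and each passed a 1.5-fold change. They lie on chromosomes 14 (Tnfrsf10b), 18 (Pmaip1) and 7 (Bax and Bbc3).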

In parallel, several canonical pro-apoptotic genes were significantly induced, including the death receptor *Tnfrsf10b* (17) and p53-responsive mediators of intrinsic apoptosis (*Pmaip1*, *Bax*, *Bbc3*), indicating activation of both extrinsic and intrinsic apoptotic programs (18, 19). *Cdkn1a* expression was strongly associated with these pro-apoptotic signatures, whereas the anti-apoptotic regulator *Sesn1* was downregulated and inversely correlated with *Cdkn1a*.

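Sesn1 (ENSMUSG00000038332, chromosome 10 from 41809935 to 41908424) fell from 65.0 ± 6.45 to 41.0 ± 1.84 CPM (SD, n = 5 mice per group), a log2 fold change of -0.67 (standard error 0.087, edgeR adjusted p = 7.1e-05), and was lower in 5 of 5 oxaliplatin-treated mice. Within groups its log2 CPM correlated with that of Cdkn1a at r = -0.178 (permutation p = 0.416, adjusted p = 0.768 over 17 pairs) and rho = -0.248 (permutation p = 0.383). Without the 2 mice farthest from the median the r was -0.402. For Cdkn1a with Tnfrsf10b, Pmaip1, Bax and Bbc3, the median r was 0.516 (permutation p = 0.0582, adjusted p = 0.116) and the median rho 0.376 (permutation p = 0.109). Without the 2 mice farthest from the median of Cdkn1a it was -0.00394, so the positive relation rests on those mice. None of the 17 single pairs with Cdkn1a had an adjusted p under 0.05.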

Overall, these findings indicate that *Cdkn1a* serves as one of the hub genes coordinating several critical pathways in bone marrow in response to oxaliplatin including cell cycle arrest, apoptosis, and metabolic reprogramming in response to chemotherapy-induced stress.

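A list of 24 p53 target genes, which holds Cdkn1a, Bax, Bbc3, Pmaip1, Tnfrsf10b, Sesn1 and Ccnd1, rose by 1.14 in mean log2 CPM, from 3.83 ± 0.07 to 4.97 ± 0.17 (SD, n = 5 mice per group). The rise had an exact two-sided permutation p of 0.00794, the smallest that 5 against 5 mice allow, an adjusted p of 0.0119 over 18 lists, and held in 5 of 5 mice. The paper draws on the connectivity of Cdkn1a, the changed expression of cell-cycle, apoptosis and metabolic genes, and their associations with Cdkn1a. From these findings it infers that Cdkn1a is among the hub genes coordinating such pathways in bone marrow.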

### Oxaliplatin treatment does not cause a major shift in hematopoietic differentiation

Although oxaliplatin affects a larger number of genes in the bone marrow this treatment did not appear to cause a major shift in the transcription factors associated with hematopoietic differentiation. Among key lineage-defining transcription factors, only *Ikzf1*, a critical regulator of blood cells commitment (20) was found to be moderately downregulated (FC = −1.51) while other hematopoietic lineage decisions genes, including *Spi1* (PU.1), *Gata2*, *C/Ebpα*, and *Notch1*, remained unchanged, potentially due to recovery. This suggests that while oxaliplatin may affect lymphoid potential, particularly B- and T-cell progenitors (see below), it does not broadly disrupt the equilibrium between myeloid and lymphoid differentiation programs.

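Ikzf1 (ENSMUSG00000018654, chromosome 11 from 11685003 to 11772926) fell from 431 ± 27.3 to 285 ± 45.5 CPM (SD, n = 5 mice per group), a log2 fold change of -0.60 (standard error 0.11, edgeR adjusted p = 0.00125). Cebpa (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928) was higher, at 98.3 ± 7.80 CPM in vehicle-treated and 227 ± 48.3 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.21 (standard error 0.14, edgeR adjusted p = 3.2e-05). Both differences held in 5 of 5 mice. The other 3 genes had log2 fold changes of 0.026 (Spi1, edgeR adjusted p = 0.92), 0.10 (Gata2, edgeR adjusted p = 0.433) and -0.21 (Notch1, edgeR adjusted p = 0.423), none past the threshold. The sign of the Spi1 change reversed to -0.19 when expression of Y-linked genes was added to the model.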

### Oxaliplatin induces severe anemia in mice and causes a major change in late stages of erythroid maturation

Oxaliplatin treatment resulted in profound, dose-dependent anemia, characterized by marked reductions in erythrocyte counts, hemoglobin concentration, and hematocrit (Figure 3A–C). Erythrocyte counts declined from the normal murine range (7,800–10,500 k/μL) to below 3,000 k/μL, while hemoglobin levels fell to as low as 3.45 g/dL in some animals, corresponding to severe (Grade 3–4) anemia (21). Four of six oxaliplatin-treated mice exhibited hemoglobin concentrations below clinically concerning thresholds (22, 23) at which erythropoiesis-stimulating agents or transfusion are typically recommended. Platelet counts were also reduced to approximately 390 k/μL, consistent with moderate thrombocytopenia.

These hematologic abnormalities were supported by transcriptomic evidence of impaired late-stage erythroid maturation in the bone marrow. Key hemoglobin and erythroid structural genes (*Hba-a1*, *Hbb-bs*, *Alas2*, *Spta1*, *Ank1*, *Slc4a1*) (24–27) were strongly downregulated, indicating disruption of red blood cell membrane integrity and heme biosynthesis. 

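The hemoglobin and erythroid genes given here, 8 in number, were all lower after oxaliplatin, and for each of them the 5 oxaliplatin-treated mice were below every vehicle-treated mouse. Hba-a1 (ENSMUSG00000069919, chromosome 11 from 32283511 to 32284465) fell from 13464 ± 2770.4 to 2159 ± 944 CPM (SD, n = 5 mice per group), a log2 fold change of -2.64 (standard error 0.29, edgeR adjusted p = 1.8e-05), and Hbb-bs (ENSMUSG00000052305, chromosome 7 from 103826534 to 103828096) from 10759 ± 2505 to 1616 ± 700.3 CPM, a log2 fold change of -2.74 (standard error 0.30, edgeR adjusted p = 1.7e-05). Hba-a2 and Hbb-bt, near-identical neighbors among which uniquely aligned reads can be lost, changed by -2.62 and -2.38 on the log2 scale. For Alas2 (ENSMUSG00000025270, chromosome X from 150547375 to 150570638), which encodes the enzyme of the first step of heme synthesis in red cells, the values were 1268 ± 269.6 CPM in vehicle-treated and 178 ± 64.3 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of -2.84 (standard error 0.25, edgeR adjusted p = 3.7e-06). The log2 fold changes of the membrane genes were Sptb -1.79 (edgeR adjusted p = 1.7e-06), Ank1 -2.20 (edgeR adjusted p = 3.7e-06) and Slc4a1 -2.86 (edgeR adjusted p = 3.8e-07). Late erythroid genes fell further than early ones. A list of 22 late erythroid genes fell by 2.59 in mean log2 CPM and one of 17 early erythroid genes fell by 1.04 (each exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, lower in 5 of 5 mice). Within each mouse the late list minus the early list fell by 1.55 (exact permutation p = 0.00794, adjusted p = 0.0111 over 7 contrasts), from 2.61 ± 0.10 to 1.06 ± 0.43 (SD, n = 5).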

Notably, expression of the erythropoietin receptor (*Epor*) was reduced (FC = −2.27) despite a ~3000-fold increase in renal *Epo* expression (GSE301439), indicating erythropoietin resistance at the level of erythroid progenitors.

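Kidney RNA was sequenced from 5 vehicle-treated and 5 oxaliplatin-treated mice of the same treatment, and the authors deposited unnormalized counts per gene made in the same way. Totals ranged from 24393007 to 28304953 with vehicle (median 26548769) and from 26314983 to 30925430 with oxaliplatin (median 27362564), and 19293 genes were tested. In bone marrow Epor (ENSMUSG00000006235, chromosome 9 from 21958897 to 21963506) was measured at 110.2 ± 12.3 CPM in vehicle-treated and 46.5 ± 10.3 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of -1.24 (standard error 0.14, edgeR adjusted p = 2.3e-05), with a change of -2.37-fold, and was lower in 5 of 5 oxaliplatin-treated mice. It fell by 0.24 relative to other early erythroid genes in the same mice, which was not past the threshold (exact permutation p = 0.0556). In kidney Epo (ENSMUSG00000029711, chromosome 5 from 137483020 to 137533242) had 0 to 6 counts per vehicle-treated mouse and 838 to 7309 per oxaliplatin-treated mouse, a log2 fold change of 10.53 (standard error 1.05, edgeR adjusted p = 1.9e-04), which is 1481-fold, and each of the 5 oxaliplatin-treated mice was above every vehicle-treated mouse. The fold rests on 0 to 6 counts in the vehicle-treated mice, and leaving out each mouse in turn moved the log2 fold change from 10.21 to 11.49. Without the vehicle-treated mouse with 6 counts, the others were at or under the floor of 3 counts, and against that floor Epo was at least 1027-fold higher. Neither Epo nor Thpo had enough counts to be tested in bone marrow. From the lower Epor beside the higher renal Epo, the paper concludes that erythroid progenitors were resistant to erythropoietin.

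**Figure D2:**
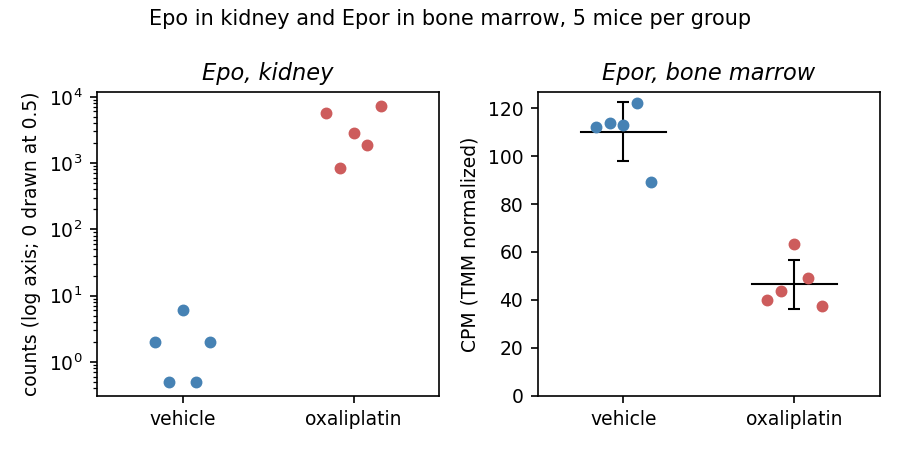
Counts of Epo in kidney on a log axis, with 0 drawn at 0.5, and CPM of Epor in bone marrow with the mean and SD of each group, with 1 point per mouse. Epo lies between 838 and 7309 counts in the 5 oxaliplatin-treated mice and between 0 and 6 in vehicle-treated mice, and Epor lies lower in each oxaliplatin-treated mouse.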

Although oxaliplatin significantly reduced circulating erythrocyte numbers, red blood cell morphology was largely preserved. Transient decreases in mean corpuscular volume and hemoglobin were observed at week 4 but returned to baseline by week 8 (Figure S1), indicating that anemia was driven primarily by reduced erythrocyte production rather than defective erythrocyte maturation. 

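The paper's Table S3 pairs 5 erythroid maturation genes with 4 hemoglobin genes (Hba-a1, Hba-a2, Hbb-bt and Hbb-bs), 20 pairs in all. Over the 10 bone marrow mice, after each group's mean was subtracted from the log2 CPM, the median r of these pairs was 0.0361 (permutation p = 0.942, adjusted p = 0.942 over 4 medians) and the median rho 0.145 (permutation p = 0.677). The r was positive in 11 of the 20 pairs and ranged from -0.324 to 0.994. Leaving out the 2 mice farthest from the median gave a median r of -0.190, and scaling by library size alone reversed the sign to -0.138.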

Consistent with coordinated erythroid suppression, expression of erythroid maturation genes strongly correlated with hemoglobin gene expression (Supplementary Table S1).

### Circulating platelets are reduced despite transcriptional activation of thrombopoiesis

Platelet counts in oxaliplatin-treated mice remained stable at week 4 but declined by approximately 50% by week 8, reaching 383 k/μL corresponding to ~44% of the lower limit of normal and consistent with Grade 2 thrombocytopenia (Figure 3D). In contrast, bone marrow RNA-seq revealed upregulation of multiple megakaryocyte and platelet-associated genes, including *Pf4*, *Gp1ba*, *Ppbp*, *Mpl*, and *Itga2b*, indicating transcriptional activation of thrombopoietic programs despite reduced circulating platelet numbers.

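Pf4 (ENSMUSG00000029373, chromosome 5 from 90772435 to 90773383) was measured at 166 ± 29.9 CPM in vehicle-treated and 452 ± 116 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.44 (standard error 0.17, edgeR adjusted p = 3.3e-05). The log2 fold changes of Gp1ba, Ppbp and Itga2b were 0.78 (edgeR adjusted p = 5.4e-04), 0.82 (edgeR adjusted p = 0.00335) and 0.64 (edgeR adjusted p = 0.00282), and these 4 genes, Pf4 included, were higher in 5 of 5 mice. Over a list of 18 megakaryocyte and platelet genes the mean log2 CPM rose by 0.72, from 6.72 ± 0.21 to 7.45 ± 0.21 (SD, n = 5 mice per group; exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, higher in 5 of 5 mice).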

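In kidney, Thpo (ENSMUSG00000022847, chromosome 16 from 20724454 to 20734511) fell from 10.8 ± 1.12 to 7.93 ± 1.02 CPM (SD, n = 5 mice per group), a log2 fold change of -0.44 (standard error 0.12, edgeR adjusted p = 0.0086), a change below 1.5-fold. Individual mice had 235 to 293 counts per vehicle-treated mouse and 205 to 256 per oxaliplatin-treated mouse.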

Expression of *Thpo*, the primary cytokine regulating megakaryocyte differentiation, was modestly reduced in the kidney (FC = −1.41), suggesting altered systemic regulation of platelet production under oxaliplatin treatment.

## Lymphoid Lineages and Immune Suppression

The number of leukocytes in the mice was heavily impacted by oxaliplatin (Figure 3E) from the normal leukocyte count average of 6,390/mL within the range 2,000–10,000/mL (28) to level of 1,273/mL.

### Cytokines revealed a pro-inflammatory shift

Cytokine profiling of plasma revealed a pro-inflammatory shift in oxaliplatin-treated mice, characterized by significant upregulation of TNF-α and downregulation of the anti-inflammatory cytokine TGF-β (Figure 4). IL-6 did not reach statistical significance but showed a consistent upward trend. TNF-α is known to impair erythropoiesis (29) by inhibiting EPO-mediated signaling, while IL-6 has been implicated in suppression of erythroid maturation through downregulation of *Slc4a1*(30).

TGF-β plays a central role in maintaining HSC quiescence and regulating hematopoietic homeostasis (31). Notably, while circulating TGF-β levels were reduced, expression of all three *Tgfb* isoforms (*Tgfb1/2/3*) was increased in bone marrow, suggesting compartment-specific regulation of inflammatory signaling.

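Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077) rose from 435 ± 25.6 to 697 ± 88.9 CPM (SD, n = 5 mice per group), a log2 fold change of 0.68 (standard error 0.11, edgeR adjusted p = 2.7e-04), and Tgfb3 (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041) from 3.78 ± 1.17 to 9.30 ± 3.11 CPM, a log2 fold change of 1.30 (standard error 0.27, edgeR adjusted p = 0.00207); both were higher in 5 of 5 mice. Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) was the least expressed of the 3, at 0.863 ± 0.305 CPM in vehicle-treated and 3.31 ± 1.91 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of 1.94 (standard error 0.44, edgeR adjusted p = 0.00399), and its groups overlapped.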

Consistent with this inflammatory environment, peripheral blood analysis revealed a broad reduction in leukocytes, including segmented neutrophils and lymphocytes. 

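Irf7 (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481) fell from 55.7 ± 4.88 to 19.5 ± 2.78 CPM (SD, n = 5 mice per group), a log2 fold change of -1.51 (standard error 0.11, edgeR adjusted p = 7.9e-07). It was lower in 5 of 5 oxaliplatin-treated mice than in any vehicle-treated mouse. In the same mice, mean log2 CPM over 18 interferon-stimulated genes fell by 0.87 (exact permutation p = 0.00794).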

Transcriptomic analysis further supported pan-lineage immune suppression, with downregulation of the myeloid differentiation factor *Irf7* and the B-cell development marker *Cd19*, indicating impaired differentiation across both myeloid and lymphoid compartments.

### Innate Immune Cells

Analysis of innate immune populations revealed lineage-specific effects of oxaliplatin. 

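Of 4 neutrophil differentiation and function genes, Gfi1 (ENSMUSG00000029275, chromosome 5 from 107716657 to 107726036) had a log2 fold change of 0.15 (standard error 0.087, edgeR adjusted p = 0.22), at 58.7 ± 3.74 CPM in vehicle-treated and 65.1 ± 6.35 CPM in oxaliplatin-treated mice (SD, n = 5 per group). Mpo (ENSMUSG00000009350, chromosome 11 from 87793581 to 87804413) had a log2 fold change of -0.070 (standard error 0.14, edgeR adjusted p = 0.751), and Elane (ENSMUSG00000020125, chromosome 10 from 79886247 to 79888215) had a log2 fold change of -0.18 (standard error 0.13, edgeR adjusted p = 0.328); neither these nor Gfi1 passed the threshold. With library-size scaling Mpo changed sign, to 0.083, and Gfi1 stood at 0.29, a change below 1.5-fold with an edgeR adjusted p of 0.0198, the smallest of a range that reached 0.510 over the other scalings, filters and models. Cebpa was higher after oxaliplatin, as given above with the transcription factors, and is part of the neutrophil list.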

Segmented neutrophil counts were not significantly altered by week 8 (Figure 3F), consistent with transcriptomic data showing preserved expression of key neutrophil differentiation and function genes, including *Cebpa*, *Gfi1*, *Mpo*, and *Elane* (32–34). These findings indicate that neutrophil development from the myeloid lineage is largely preserved at the transcriptional level following oxaliplatin treatment.

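Averaged over 20 neutrophil genes, the mean log2 CPM was 9.13 ± 0.10 with vehicle and 8.92 ± 0.50 with oxaliplatin (SD, n = 5 mice per group). It fell by 0.20, which did not pass the threshold (exact two-sided permutation p = 0.429, adjusted p = 0.482 over 18 lists). The spread in the oxaliplatin-treated group was larger than the difference. The neutrophil list minus a 15-gene monocyte list within each mouse fell by 0.19 (exact permutation p = 0.103, adjusted p = 0.120 over 7 contrasts).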

In contrast, monocyte counts were significantly reduced (Figure 3H), accompanied by downregulation of *Irf8*, a transcription factor essential for monocyte, macrophage, and dendritic cell differentiation (35). This suggests selective vulnerability of the monocyte lineage within the innate immune compartment.

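Irf8 (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694) was measured at 214 ± 6.60 CPM in vehicle-treated and 117 ± 7.32 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a log2 fold change of -0.86 (standard error 0.077, edgeR adjusted p = 3.3e-06), and was lower in 5 of 5 mice. The 15-gene monocyte list, which includes Irf8, Csf1r, Ccr2 and Ly6c2, stood at 6.75 ± 0.12 and 6.74 ± 0.35 in mean log2 CPM (SD, n = 5 mice per group), a difference of -0.0095 (exact two-sided permutation p = 0.968, adjusted p = 0.968 over 18 lists), and changed sign to 0.14 with library-size scaling.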

Eosinophils and basophils remained low or undetectable in both control and oxaliplatin-treated mice, indicating minimal impact of oxaliplatin on these minor granulocyte populations.

### Adaptive Immune Cells

Lymphocyte counts declined sharply from approximately 7,000/μL in control mice to ~1,200/μL following oxaliplatin treatment (Figure 3G), indicating severe lymphopenia. This phenotype was mirrored by transcriptomic analysis, which revealed broad suppression of lymphoid lineage genes, with the most pronounced effects observed in B cells and CD4^+^ T cells. 

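In mean log2 CPM over marker lists, the B cell list (20 genes) fell by 2.66, from 5.62 ± 0.34 to 2.96 ± 0.74 (SD, n = 5 mice per group; exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, lower in 5 of 5 mice). A list of 18 T cell genes, Cd4 and Cd3e among them, differed by 0.040 (exact permutation p = 0.810, adjusted p = 0.857). Within each mouse the B cell list minus the T cell list fell by 2.70 (exact permutation p = 0.00794, adjusted p = 0.0111 over 7 contrasts, lower in 5 of 5 mice).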

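Pax5 (ENSMUSG00000014030, chromosome 4 from 44524757 to 44710487), a transcription factor of B cell commitment, fell from 114 ± 26.1 to 16.2 ± 4.95 CPM (SD, n = 5 mice per group), a log2 fold change of -2.82 (standard error 0.22, edgeR adjusted p = 1.9e-06). Cd79a (ENSMUSG00000003379, chromosome 7 from 24897381 to 24902197) went from 79.4 ± 20.0 to 17.1 ± 2.58 CPM, a log2 fold change of -2.22 (standard error 0.18, edgeR adjusted p = 1.8e-06). The log2 fold changes of the others were Cd79b -2.24 (edgeR adjusted p = 1.2e-06), Ms4a1 -2.62 (edgeR adjusted p = 9.8e-06), Ighm -1.34 (edgeR adjusted p = 4.1e-05) and Ighd -1.92 (edgeR adjusted p = 9.8e-04). All 6 genes were lower in 5 of 5 oxaliplatin-treated mice.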

Key B-cell markers (*Cd79a*, *Cd79b*, *Pax5*, *Ms4a1*) and immunoglobulin genes (*Ighm*, *Ighd*) were strongly downregulated, consistent with impaired B-cell development. Markers of CD4^+^ T cells (*Cd4*) were also reduced, whereas more general T-cell markers such as *Cd3e* were relatively preserved, suggesting lineage- and maturation-dependent sensitivity to oxaliplatin.

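Cd4 (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) fell from 78.6 ± 15.0 to 28.5 ± 6.47 CPM (SD, n = 5 mice per group), a log2 fold change of -1.47 (standard error 0.17, edgeR adjusted p = 2.2e-05), and was lower in 5 of 5 mice. Cd3e (ENSMUSG00000032093, chromosome 9 from 44998740 to 45009627), which encodes a chain of the T cell receptor complex, had a log2 fold change of 0.38 (standard error 0.20, edgeR adjusted p = 0.173). Per vehicle-treated mouse Cd4 had 1980 to 3149 counts and Cd3e 124 to 200, and a list of 10 plasmacytoid dendritic cell genes fell by 1.50 (exact permutation p = 0.00794).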

Expression of *Il7r*, a receptor critical for lymphoid development, was markedly reduced despite significant upregulation of *Il7*, potentially reflecting a compensatory response to lymphoid depletion. In contrast to B and CD4^+^ T cells, NK cell–associated genes were only modestly affected, indicating relative preservation of this lineage (Table S1). 

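Il7r (ENSMUSG00000003882, chromosome 15 from 9505788 to 9530176) fell from 33.0 ± 6.92 to 10.8 ± 2.10 CPM (SD, n = 5 mice per group), a log2 fold change of -1.62 (standard error 0.18, edgeR adjusted p = 1.7e-05). Il7 (ENSMUSG00000040329, chromosome 3 from 7569994 to 7613760) rose from 2.27 ± 0.920 to 8.34 ± 3.01 CPM, a log2 fold change of 1.87 (standard error 0.33, edgeR adjusted p = 6.5e-04); each change held in 5 of 5 mice.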

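Klrb1f (ENSMUSG00000030154, chromosome 6 from 129045901 to 129057464) had a log2 fold change of -0.99 (standard error 0.18, edgeR adjusted p = 7.9e-04), lower in 5 of 5 mice, and Klrb1c (ENSMUSG00000030325, chromosome 6 from 128778485 to 128789215) had a log2 fold change of -0.73 (standard error 0.32, edgeR adjusted p = 0.102). Over a list of 16 NK cell genes the mean log2 CPM fell by 0.48, from 1.84 ± 0.16 to 1.36 ± 0.24 (SD, n = 5 mice per group; exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists), lower in 5 of 5 mice; with the median over the list in place of the mean the fall was no longer past the threshold, at -0.31. Within each mouse, the T cell list minus the NK cell list rose by 0.52 (exact permutation p = 0.00794, adjusted p = 0.0111 over 7 contrasts).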

Correlation analysis (Table S2) demonstrated coordinated downregulation of T-, B-, and NK-associated markers, consistent with a synchronized suppression of lymphoid maturation within the bone marrow.

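The lymphoid pairs of the paper's correlation table, 45 in all, join Cd4, Cd79a, Cd79b, Ms4a1, Pax5, Ighd, Ighm, Il7r, Klrb1c and Irf8. With each group's mean subtracted, the median r over the 10 mice was 0.347 (permutation p = 8.0e-05, adjusted p = 3.2e-04 over 4 medians) and the median rho 0.224 (permutation p = 0.00360, adjusted p = 0.0144). The r was positive in 35 of the 45 pairs, from -0.514 to 0.880. Each gene was shuffled on its own, and the paper lists most of these genes under B cells. Relations among B cell genes alone could therefore give this p, and pairs across lineages were not tested apart. Without the 2 mice farthest from the median it was 0.157, and leaving out vehicle-treated mouse 4 brought the median to 0.144, no longer past the threshold.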

Together, these findings indicate that oxaliplatin induces a profound transcriptional collapse of lymphoid differentiation, resulting in reduced lymphocyte production and potential impairment of adaptive immune function and therefore increased infection risk in the patient.

### Signs of bone marrow recovery

Hematopoietic suppression induced by oxaliplatin is often transient in clinical settings, with recovery of blood counts observed after dose adjustment or treatment cessation (36). Consistent with this pattern, we observed evidence of partial recovery of specific hematopoietic lineages in oxaliplatin-treated mice (Table S1).

Megakaryocyte-associated markers such as *Itga2b* (CD41) were modestly upregulated (FC = +1.53), suggesting rebound activation of the platelet lineage. 

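Itga2b (ENSMUSG00000034664, chromosome 11 from 102453297 to 102470122) was measured at 448 ± 72.0 CPM in vehicle-treated and 700.2 ± 107 CPM in oxaliplatin-treated mice (SD, n = 5 per group), a change of 1.56-fold. The standard error of its log2 fold change was 0.14, and the 5 oxaliplatin-treated mice had 19093 to 29446 counts.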

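Fcgr2b (ENSMUSG00000026656, chromosome 1 from 170958617 to 170976547) rose from 85.6 ± 7.45 to 249.7 ± 67.6 CPM (SD, n = 5 mice per group), a log2 fold change of 1.54 (standard error 0.17, edgeR adjusted p = 2.0e-05), higher in 5 of 5 mice. Ly6c1 (ENSMUSG00000079018, chromosome 15 from 75044018 to 75048830) had 487 to 707 counts per vehicle-treated mouse and 663 to 991 per oxaliplatin-treated mouse, a log2 fold change of 0.17 (standard error 0.12, edgeR adjusted p = 0.298), which did not pass the threshold; library-size scaling alone gave 0.32 (edgeR adjusted p = 0.0486, the smallest of a range that reached 0.632 over the other scalings, filters and models). Ly6c1 has a close paralog, Ly6c2, which had 8946 to 12533 counts per vehicle-treated mouse and 8647 to 12173 per oxaliplatin-treated mouse, so uniquely aligned reads measure it with that limit.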

Markers associated with granulocytic and monocytic populations, including *Fcgr2b* (FC = +3.01) and *Ly6c1* (+2.29), were also increased, indicating recovery within the myeloid compartment. In addition, hematologic analysis revealed anisocytosis in oxaliplatin-treated mice, consistent with the presence of immature erythroid cells and ongoing bone marrow regeneration (28).

## Discussion

### Challenges in defining transcriptomic mechanisms of oxaliplatin-induced bone marrow toxicity

Although oxaliplatin-associated anemia and immunosuppression are well documented in both animal models (37) and patients (38), the transcriptomic basis underlying these hematologic effects has remained poorly characterized. One contributing factor has been the technical challenge of generating high-quality RNA-seq data from bone marrow, a tissue prone to rapid RNA degradation due to high endogenous RNase activity and complex cellular composition. Using optimized stabilization and processing protocols, we obtained high-quality bone marrow RNA with consistently high integrity, enabling robust transcriptomic analysis and direct integration of molecular changes with hematologic phenotypes

### Oxaliplatin induces a multi-hit disruption of the bone marrow niche

Our transcriptomic analysis reveals that oxaliplatin exerts hematopoietic toxicity through a coordinated, multi-hit mechanism that disrupts the bone marrow niche at multiple levels. Central to this response is marked upregulation of *Cdkn1a* driven by p53 activation, coupled with downregulation of *E2f2*, consistent with G1/S cell-cycle checkpoint arrest. This blockade would be expected to impair proliferation across multiple hematopoietic lineages. Concomitant suppression of hemoglobin genes (*Hba*, *Hbb*) and erythroid maturation programs further supports a failure of red blood cell production rather than increased peripheral destruction.

Remarkably, these transcriptional defects persist despite a striking ~3000-fold upregulation of renal *Epo* expression, indicating a state of erythropoietin resistance. Reduced expression of the erythropoietin receptor (*Epor*) and loss of erythroid progenitors in the bone marrow likely underlie this uncoupling between systemic EPO signaling and erythropoiesis. This phenotype resembles features of bone marrow failure syndromes such as myelodysplastic syndromes, in which elevated circulating EPO fails to restore effective erythropoiesis due to impaired receptor signaling or progenitor dysfunction (39). Such EPO resistance may help explain the persistence and severity of anemia observed clinically in patients receiving oxaliplatin (40).

### Selective suppression of adaptive immunity and inflammatory imbalance

In addition to erythropoiesis, oxaliplatin profoundly impairs lymphoid development, as evidenced by downregulation of B-cell markers (*Cd79a*, *Cd79b*, *Pax5*, *Ms4a1*) and T-cell–associated genes (*Cd4*, *Il7r*). Importantly, early hematopoietic transcription factors remained largely unchanged, suggesting that oxaliplatin primarily disrupts downstream differentiation and maturation rather than lineage commitment. This selective vulnerability of adaptive immune lineages likely contributes to prolonged immunosuppression.

Cytokine profiling further revealed a pro-inflammatory shift characterized by increased circulating TNF-α and reduced TGF-β. Such an imbalance may exacerbate hematopoietic dysfunction by promoting inflammatory stress while removing key regulatory signals that normally preserve stem cell quiescence and homeostasis. Together, these findings suggest that inflammatory signaling cooperates with intrinsic transcriptional defects to destabilize the bone marrow environment.

### Hierarchy of lineage vulnerability

Integration of hematologic, transcriptomic, and cytokine data reveals a clear hierarchy of sensitivity to oxaliplatin-induced toxicity. 

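In log2 CPM over marker lists, the late erythroid list minus the neutrophil list fell by 2.39 within each mouse, and the B cell list minus the neutrophil list fell by 2.45 (each exact two-sided permutation p = 0.00794, adjusted p = 0.0111 over 7 contrasts, lower in 5 of 5 mice). The late erythroid list minus the B cell list changed by 0.069 (exact permutation p = 0.873), from 4.34 ± 0.33 to 4.41 ± 0.86 (SD, n = 5 mice per group), so the falls of these 2 lists were not told apart; the sign reversed to -0.33 with the median over each list.

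**Figure D3:**
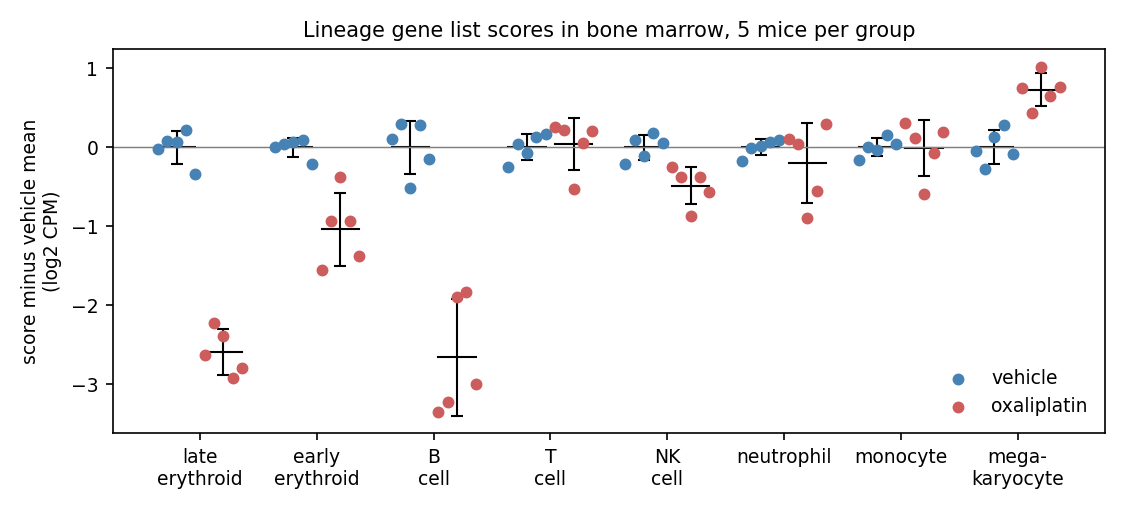
Mean log2 CPM of each marker list in bone marrow minus the mean of the vehicle-treated group, with 1 point per mouse and the mean and SD of each group. The late erythroid and B cell lists lie lowest after oxaliplatin, and the T cell, neutrophil and monocyte lists overlap the vehicle-treated mice.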

Erythroid cells are most severely affected, followed by lymphoid populations, whereas granulocytic lineages such as neutrophils remain relatively preserved. This pattern is consistent with differential proliferative demands and lineage-specific susceptibility to cell-cycle arrest and metabolic stress. Overall, these data support a model in which oxaliplatin disrupts the bone marrow niche through combined effects on cell-cycle control, differentiation, metabolism, and inflammatory signaling (summarized in Figure 5).

### Comparison to Human Data: Concordance and Divergence

Our findings in the murine model broadly recapitulate the hematologic toxicities observed in oxaliplatin-treated patients, supporting the translational relevance of this study. Clinically, oxaliplatin is associated with high rates of anemia, leukopenia, and thrombocytopenia, with variable effects on lymphocyte populations depending on treatment regimen and patient characteristics (3, 5, 41–46). Consistent with these observations, oxaliplatin-treated mice exhibited profound anemia, leukopenia, thrombocytopenia, and monocytopenia, accompanied by marked transcriptional suppression of erythroid and lymphoid differentiation programs in the bone marrow.

One area of divergence is the relative preservation of neutrophils in mice. While human patients frequently experience neutropenia, especially in the context of combination regimens like FOLFOX, segmented neutrophil counts and key transcriptional regulators of granulopoiesis (*C/Ebpα, Gfi1, Elane*) remained stable in our mouse model. This discrepancy reflects species-specific differences in myeloid lineage sensitivity, as well as timing of sampling, or compensatory responses not captured in the current protocol.

Another difference is the magnitude of lymphoid suppression. While lymphopenia is reported in a minority of oxaliplatin-treated patients, our mouse model revealed a robust suppression of both B and T lymphocyte development at the transcriptional level. This may be due to differences in cumulative dose, absence of co-administered drugs (e.g., 5-FU or leucovorin (42)), or inherent differences in immune cell turnover rates between mice and humans.

Importantly, our identification of erythropoietin resistance characterized by marked upregulation of renal *Epo* expression coupled with reduced bone marrow *Epor* parallels clinical observations in which erythropoiesis-stimulating agents show variable or limited efficacy in correcting chemotherapy-induced anemia. EPO insensitivity is a recognized feature of several bone marrow failure states (47, 48), and response rates to ESA therapy in patients receiving platinum-based chemotherapy remain inconsistent (22, 49). Our data provide molecular evidence supporting this clinical phenomenon.

In summary, the mouse model faithfully captures several key hematologic toxicities of oxaliplatin observed in patients, particularly anemia and platelet suppression, while also uncovering potential mechanisms such as EPO resistance and lymphoid collapse that may be underappreciated or variable in clinical settings.

## Conclusion

Our study demonstrates that oxaliplatin induces a lineage-specific suppression of hematopoiesis driven by coordinated cell cycle arrest, metabolic dysregulation, and disrupted cytokine signaling. Among all lineages, erythropoiesis and lymphopoiesis were the most severely affected, as evidenced by marked reductions in peripheral cell counts and transcriptional repression in bone marrow. Despite a massive (~3000-fold) compensatory increase in renal erythropoietin (*Epo*) expression, bone marrow *Epor* was downregulated, indicating a state of EPO resistance that may underlie the persistent anemia seen in treated mice.

Additionally, the suppression of B- and T-cell lineage genes and downregulation of *Il7r* suggest a significant disruption of adaptive immunity, potentially compromising host defense. Myeloid cells showed a dichotomous response: while neutrophils were preserved, monocytes were markedly suppressed, and megakaryocyte-associated transcripts were upregulated despite declining platelet counts - suggesting an incomplete or ineffective compensatory response, or an autoimmune complication as seen in human patients.

Together, these findings refine our understanding of oxaliplatin toxicity as a multi-hit disruption of the bone marrow niche and immune environment. Future studies using single-cell resolution and functional assays will be critical for validating these mechanisms and guiding interventions to restore hematopoietic balance and mitigate off-target toxicities.

## Supplementary Material

Supplemental Materials

Supplemental Table S1

Supplementary Material

Supplementary Table 1

## Figures and Tables

**Figure 1.**
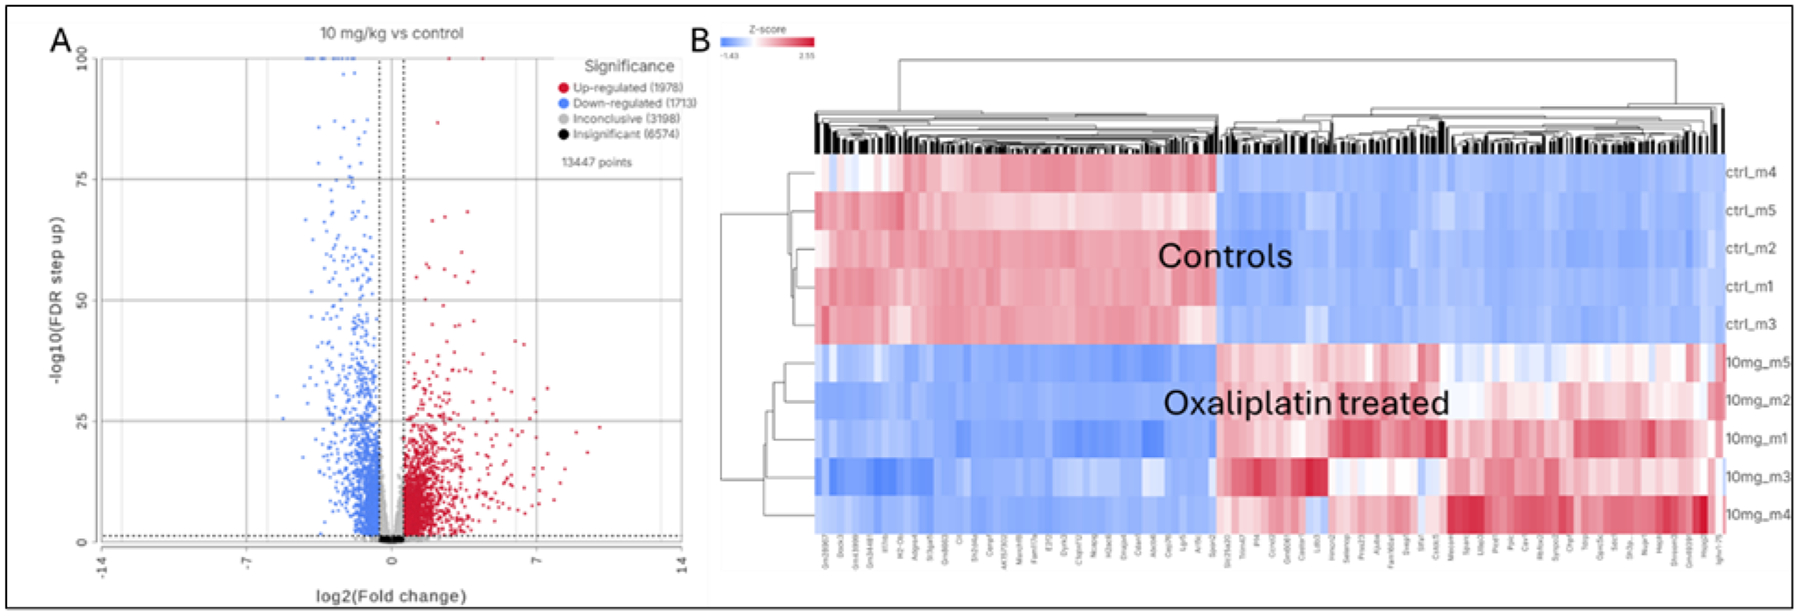
Transcriptional profiling of bone marrow in mice treated with 10 mg/kg oxaliplatin vs controls, weekly for 8 weeks. A. Volcano plot of gene expression affected by oxaliplatin treatment. (·) Blue dots: downregulated by oxaliplatin with FC < −1.5 and FDR<0.05. (·) Red dots: Upregulated by oxaliplatin with FC > 1.5 and FDR <0.05. Dashed vertical lines represent the −1.5x and 1.5x FC borders. Dashed horizontal line represent the FDR = 0.05. B. Heatmap of DEGs with |FC| > 1.5 affected by oxaliplatin treatment. First 5 rows correspond to the control untreated group, lower rows correspond to mice threated with 10 mg/kg oxaliplatin weekly for 8 weeks.

**Figure 2.**
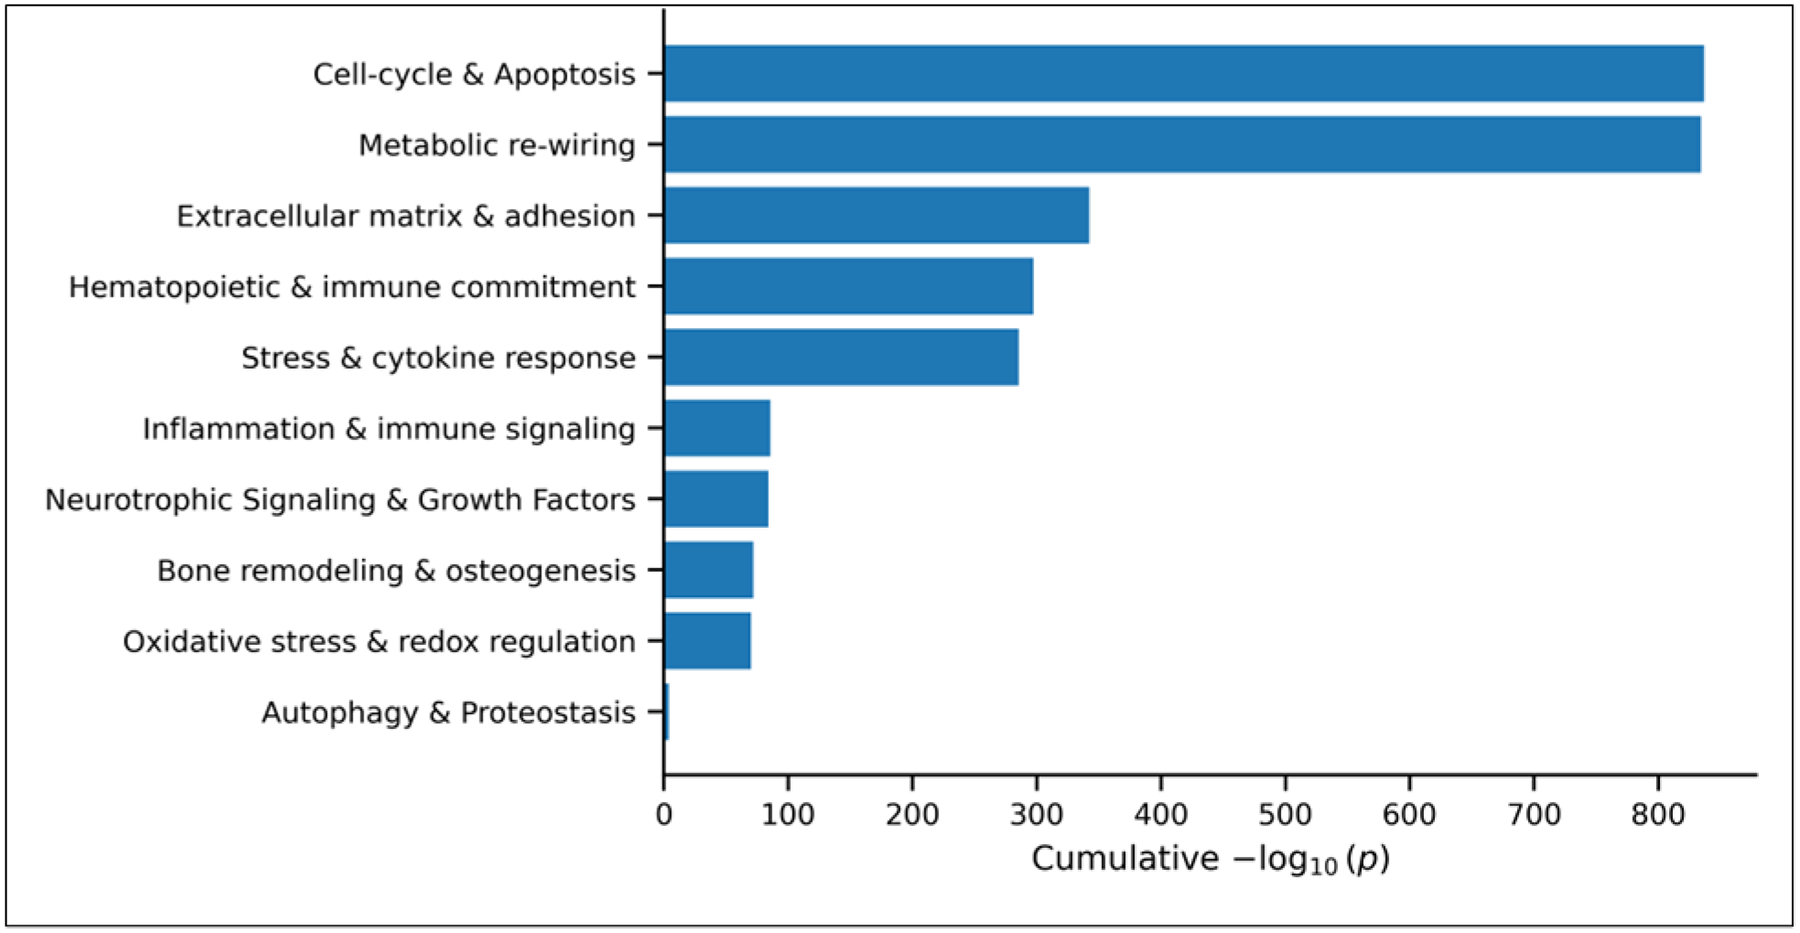
thematicGO enrichment of DEGs in bone marrow after oxaliplatin treatment based on 3,691 DEGs (FDR<0.05, |Fold change|>1.5). Bar plot shows the cumulative enrichment scores (−log_10_ of p-values) for grouped biological themes derived from the significantly enriched Gene Ontology (GO) terms with p-value less than 0.01. GO terms were classified into predefined categories based on keyword matching. The names of the terms for each theme are provided in the Supplemental Section, Table S2.

**Figure 3.**
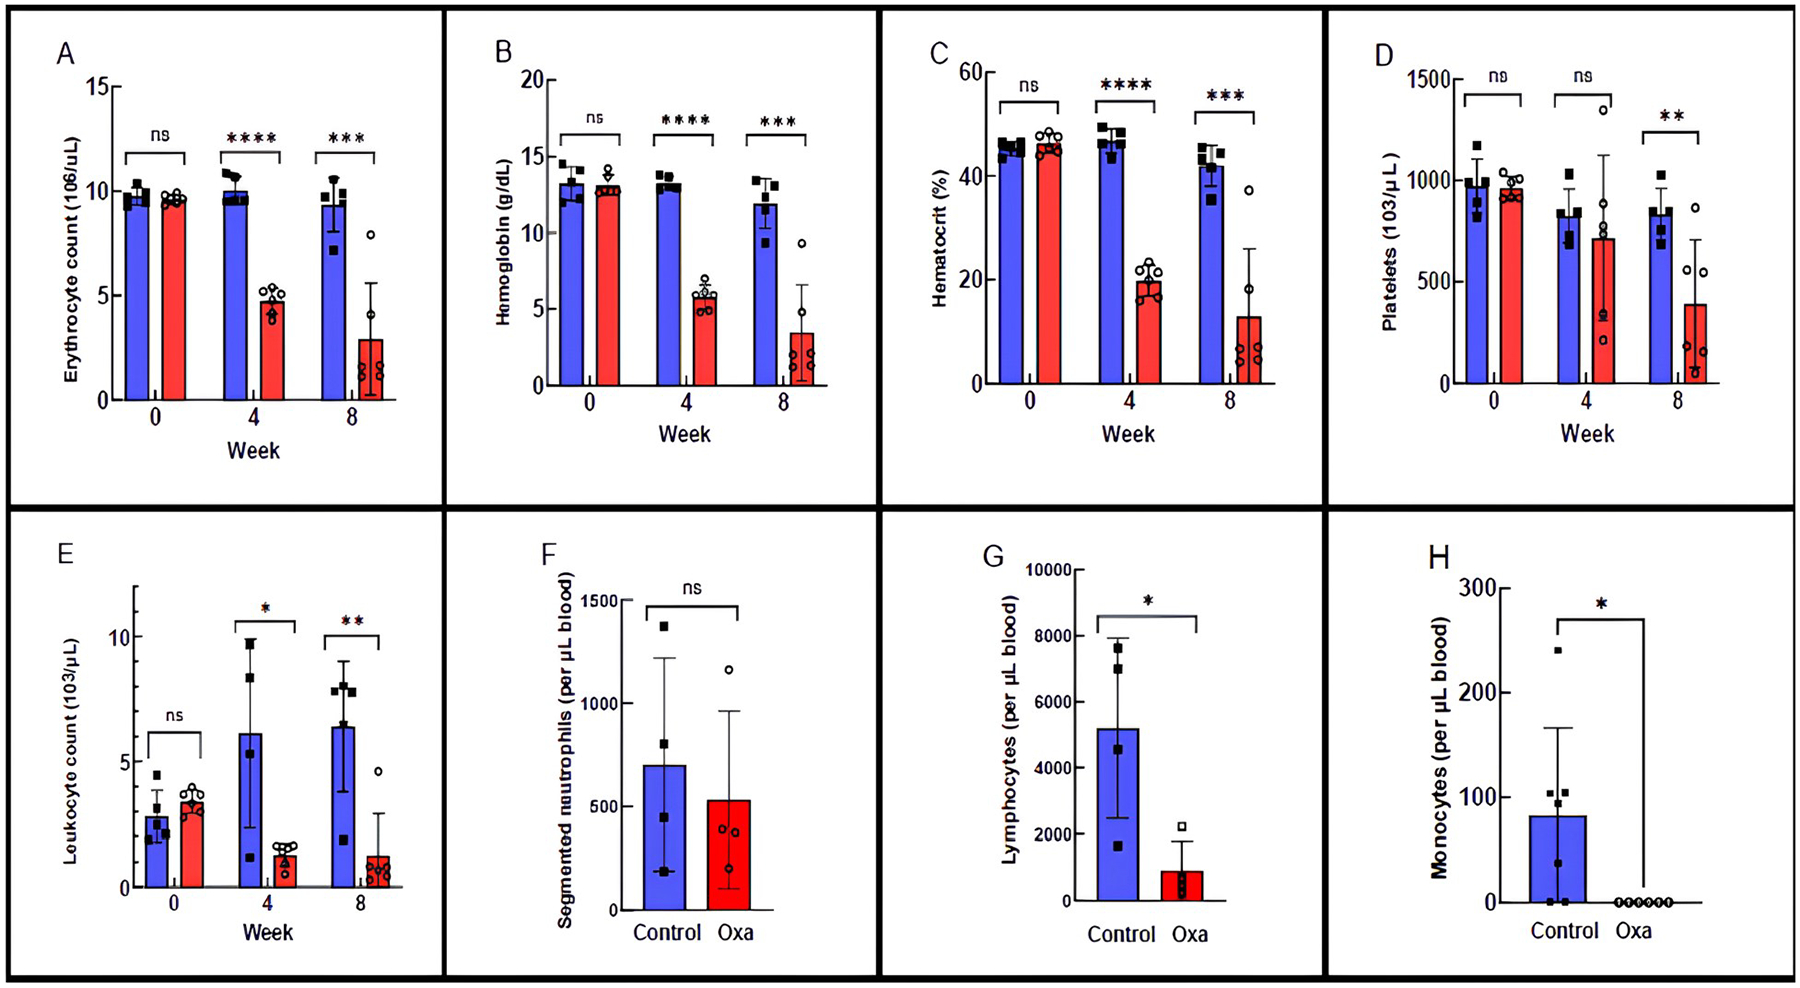
Effects of oxaliplatin on mouse blood parameters. A). Erythrocyte count. B). Hemoglobin. C). Hematocrit. D). Platelets. E). Leukocyte counts. F). Calculated segmented neutrophil counts. G). Calculated lymphocyte counts. H). Calculated monocyte counts. Bars represent the average ± STD with individual data points. T-test results are indicated by brackets. Statistical significance marks: *=p<0.05, **=p<0.01, *** = p<0.001, **** = p<0.0001

**Figure 4.**
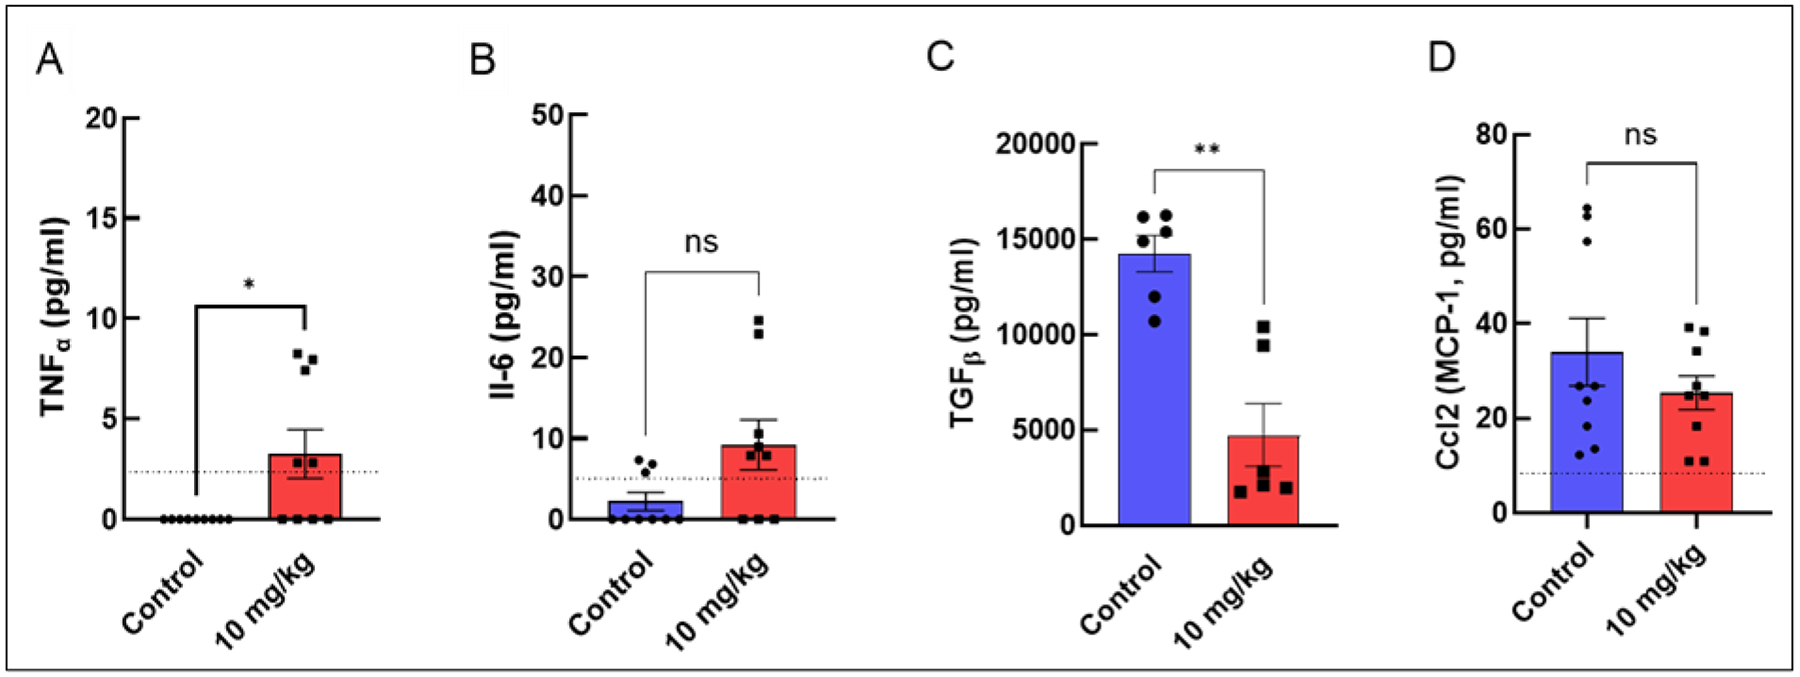
Oxaliplatin affects the level of pro-inflammatory cytokines A) TNFα and B) IL-6 as well as anti-inflammatory cytokines C) TGF-β and D) CCL2 (MCP-1). Means ± SEM. Unpaired T-tests. Dashed lines represent detection limits for each cytokine with the exception of TGF-β (0.94 pg/mL). * p<0.05, ** p<0.01

**Figure 5.**
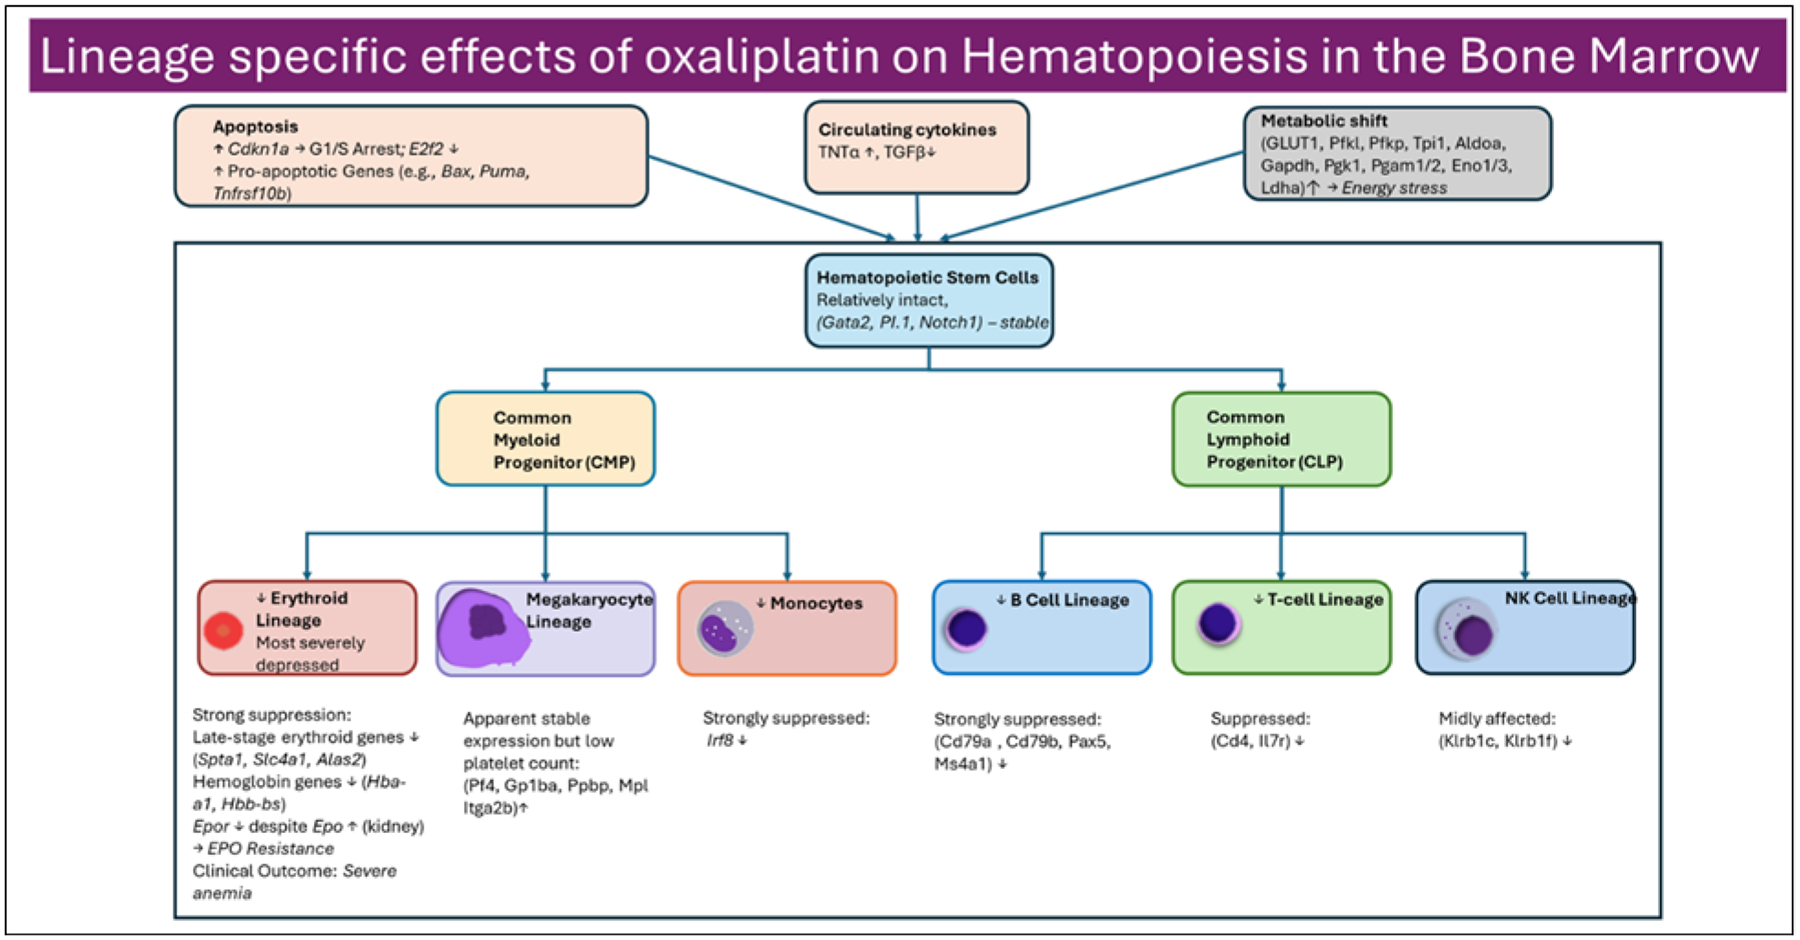
Lineage specific effects of oxaliplatin on hematopoiesis in the bone marrow. Oxaliplatin disrupts both erythropoiesis and lymphopoiesis, through apoptosis and metabolic shift primarily affecting the late stages of red blood cell development and the differentiation of lymphoid progenitors, while early multipotent hematopoietic cells remain relatively intact.

## Data Availability

RNA sequencing data on bone marrow and kidney has been deposited to GEO under session number GSE301439: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE301439 thematicGO code in Python is available from Github: https://github.com/MikhailBerezin/thematicGO

# Supplementary material for: Lineage-Specific Disruption of Hematopoiesis by Oxaliplatin: Mechanisms of Erythropoietin Resistance and Immune Suppression
**Source:** J Hematol Oncol Res. Author manuscript; Available in PMC 2026 Mar 22.
**Supplement:** Supplemental Materials

**Supplemental INFORMATION**

**Title: Lineage-Specific Disruption of Hematopoiesis by Oxaliplatin: Mechanisms of Erythropoietin Resistance and Immune Suppression**

Leland C. Sudlow^a*^, Junwei Du^a,b*^, Kiana Shahverdi^a^, Haiying Zhou^a^, Mikhail Y. Berezin^a,b^

**Institutional Affiliations**:

**FIGURES**

**
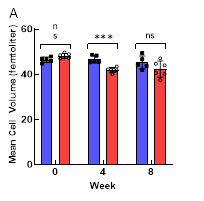

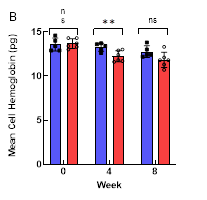

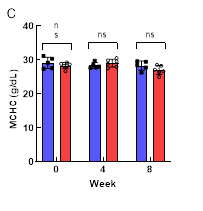
**

|  |  |  |
| --- | --- | --- |

**Figure S1** **Effects of oxaliplatin on mouse erythrocyte parameters.** **A**). Erythrocyte mean cell volume (fL). **B**). Erythrocyte mean cell hemoglobin (pg). **C**) Erythrocyte mean cell hemoglobin concentration (g/dL). Bars represent the average ± STD with individual data points. T-test results are indicated by brackets. Statistical significance marks: *=p<0.05, **=p<0.01, *** = p<0.001, **** = p<0.0001

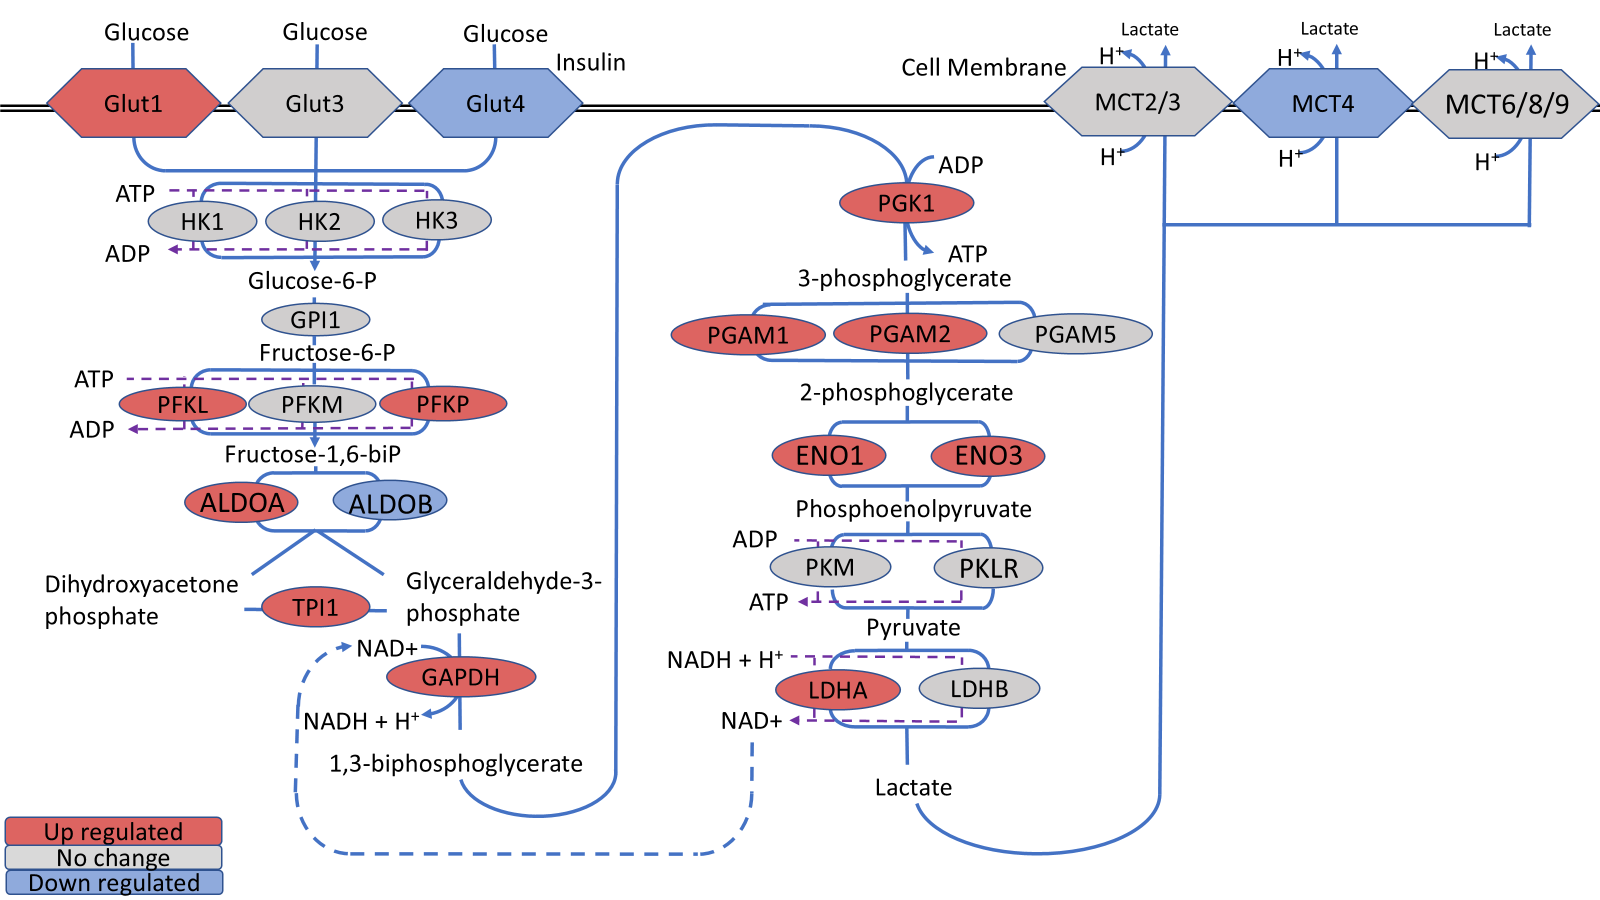

**Figure S2: Glycolysis in bone marrow is upregulated in the oxaliplatin treated mice.** Abbreviations of enzymes and proteins with encoded genes is in parenthesis: ALDOA, aldolase A (*Aldoa*); ALDOB, aldolase B (*Aldob*); ENO1/3, enolase 1and 3 (*Eno1*and *Eno3*); GAPDH, glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*); GLUT1, glucose transporter 1 (*Slc2a1*); GLUT3, glucose transporter 3 (*Slc2a3*); GLUT4, insulin-responsive glucose transporter 4; GPI1, glucose-6-phosphate isomerase 1 (*Gpi1*); HK1/2/3, hexokinase 1/2/3 (*Hk1, Hk2,* *Hk3*); LDHA, lactose dehydrogenase A (*Ldha*); LDHB, lactose dehydrogenase B *(Ldhb*); MCT1/3/6 monocarboxylic acid transporters 1/3/6 (*Slc16a1, Slc16a3, Slc16a6*); PGAM1/2/5, phosphoglycerate mutase 1/2/5 (*Pgam1, Pgam2, Pgam5*); PGK1, Phosphoglycerate Kinase 1 (*Pgk1*); PKFL, phosphofructokinase liver type (*Pfkl*); PKFM, phosphofructokinase muscle type (*Pfkm*); PKFP, phosphofructokinase platelet type (*Pfkp);* PKLR, pyruvate kinase, liver and RBC (*Pklr*); PKM, pyruvate kinase, muscle type (*Pkm*); TPI1, topoisomerase 1 (*Tpi1*). The schematics is in part based on KEGG Pathways. Red – upregulated genes, grey – unaffected genes, blue downregulated genes.

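Of the 12 genes shown as increased (Slc2a1, Pfkl, Pfkp, Aldoa, Tpi1, Gapdh, Pgk1, Pgam1, Pgam2, Eno1, Eno3 and Ldha), 11 passed an adjusted p under 0.05 and a 1.5-fold change in edgeR. Pgam2 did not (0.56, adjusted p = 0.161). Eno3 was no longer called with no filter beyond 1 count (log2 fold change 1.01, edgeR adjusted p = 0.0675). With 1 mouse left out, the log2 fold change of Eno3 ran from 0.62 to 1.16 and its edgeR adjusted p reached 0.0628. Log2 fold changes over the 12 ranged from 0.56 to 1.20. Within groups, the level of Eno3 followed a list of 14 skeletal muscle genes (r = 0.843, permutation p = 0.00543, adjusted p = 0.0109 over 4 relations), as did that of Pgam2 (r = 0.847, permutation p = 0.00479, adjusted p = 0.0109). Eno3 and Pgam2 had rho of 0.939 (permutation p = 3.1e-04) and 0.879 (permutation p = 0.00326), and r without the 2 farthest mice of 0.759 and 0.889. Of the 12 shown as unchanged, 11 were not called and Slc16a1 was lower, at -1.66 (edgeR adjusted p = 7.0e-05); Slc2a3 at 0.50, Pkm at 0.51 and Slc16a6 at -0.44 had adjusted p of 0.0298, 0.00412 and 7.9e-04 with changes under 1.5-fold. Among those shown as decreased, Slc2a4 (-1.29, adjusted p = 0.00366) was lower, while Slc16a3 had a log2 fold change of 0.43 (adjusted p = 0.0873).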

**TABLES**

**Table S1 Differentially expressed genes from bone marrow: oxaliplatin vs control.**

- (see a separate supplemental Excel file named **Table S1 Bone marrow 3691 DEGs FC 1.5**)

**Table S2 Keyword-Based Grouping of GO Terms into Biological Themes**

| **Theme** | **Keywords** |
| --- | --- |
| **Stress & Cytokine Response** | stress, interferon, cytokine, inflammatory, defense |
| **Inflammation & Immune Signaling** | inflammation, inflammatory, tnf, il-1, il-6, nf-kb, toll-like, interleukin, chemokine, ccl, cxcl, immune response, inflammasome, pattern recognition, pathogen response |
| **Oxidative Stress & Redox Regulation** | oxidative, redox, reactive oxygen, ros, nitrosative, nrf2, antioxidant, glutathione, superoxide, peroxidase, peroxiredoxin, sod, catalase, thioredoxin, oxidoreductase, hydrogen peroxide, peroxide, nitric oxide, peroxynitrite, nadph oxidase, mitochondrial ros, electron transport chain, mitochondrial dysfunction, oxidative damage, protein oxidation, lipid peroxidation, dna oxidation, redox imbalance |
| **Extracellular Matrix & Adhesion** | extracellular, matrix, adhesion, integrin, collagen, remodeling, fibronectin, laminin, basement membrane, mmp, matrix metalloproteinase, tenascin, focal adhesion, ecm, tissue remodeling, stromal, scaffold, matrisome, cell junction, cell adhesion, cell-matrix, desmosome |
| **Metabolic Re-wiring** | metabolic, oxidoreductase, catabolic, fatty, one-carbon, biosynthetic |
| **Hematopoietic & Immune Commitment** | hematopoiet, myeloid, lymphoid, leukocyte, granulocyte, erythro, megakary, erythropoiet, myelopoiet, thrombopoiet, lymphocyte, monocyte, neutrophil, eosinophil, basophil, platelet, erythrocyte, anemia, cytopenia, pancytopenia, thrombocytopenia, leukopenia, neutropenia, immune cell, blood cell, hematologic, hematopoiesis, stem cell, hsc |
| **Cell-Cycle & Apoptosis** | cell cycle, mitotic, chromosome, checkpoint, dna replication, nuclear division, apoptosis, programmed cell death, caspase |
| **Neurotrophic Signaling & Growth Factors** | neurotrophin, ngf, bdnf, ntf, trk, trka, trkb, gdnf, growth factor, igf, egf, fgf, receptor tyrosine kinase |
| **Immune–Neuronal Crosstalk** | microglia, macrophage, satellite glia, neuroimmune, neuroinflammation, cd11b, cd68, csf1, tslp, complement, ccr, cxcr |
| **Pain & Nociception** | pain, nociception, nociceptor, hyperalgesia, allodynia, trpv1, trpa1, scn9a, piezo, itch, sensory perception, neuropeptide |
| **Oxidative Phosphorylation & Mitochondria** | mitochondrial, oxidative phosphorylation, electron transport chain, atp synthase, complex I, respiratory chain, mitophagy |
| **Autophagy & Proteostasis** | autophagy, lysosome, proteasome, ubiquitin, protein folding, chaperone |
| **Bone Remodeling & Osteogenesis** | osteogenesis, bone formation, bone development, skeletal development, ossification, mineralization, bone mineralization, osteoblast, osteoblast differentiation, osteoblast proliferation, osteoid, bone matrix formation, alkaline phosphatase, runx2, osterix, sp7, collagen, osteoclast, osteoclast differentiation, osteoclastogenesis, bone resorption, trap, cathepsin k, bone remodeling, bone turnover, skeletal homeostasis, rank, rankl, opg, wnt signaling, beta-catenin, bmp, tgf beta, smad signaling, endosteal niche, bone marrow niche, osteolineage cell, hematopoietic niche, mesenchymal stem cell, stromal cell, bone matrix, hydroxyapatite, osteocalcin, osteopontin, sclerostin, osteoporosis, osteopenia, bone loss |
| **Neuronal Excitability & Synapse** *(disabled)* | axon, dendrite, synapse, neurotransmitter, vesicle, action potential, ion channel, potassium, sodium, calcium, glutamate, gaba, synaptic, neurogenesis, axonogenesis |
| **Myelination & Schwann Cell Biology** *(disabled)* | myelin, schwann cell, mbp, mpz, prx, pmp22, node of ranvier, myelination, myelin sheath, axon ensheathment, remyelination, demyelination, schwann cell differentiation, schwann cell proliferation, schwann cell migration, axon guidance, nerve regeneration |
| **Fibrosis** *(disabled)* | fibrosis, fibrotic, extracellular matrix, matrix organization, matrix remodeling, collagen, fibronectin, laminin, myofibroblast, tissue remodeling, tgf beta, smad signaling, emt, endmt |
| **Adipose Tissue Development** *(disabled)* | adipose tissue, adipogenesis, adipocyte, lipid storage, lipogenesis, ppar gamma, c/ebp, thermogenesis |
| **Cardiac & Muscle Function** *(disabled)* | heart, cardiac, cardiomyocyte, contraction, sarcomere, troponin, myosin, arrhythmia, heart failure, cardiomyopathy |

**Table S3 Correlation: Erythroid Maturation vs Hemoglobin Genes**

|  | **Hba-a1** | **Hba-a2** | **Hbb-bt** | **Hbb-bs** |
| --- | --- | --- | --- | --- |
| **Spta1** | 0.969 | 0.965 | 0.965 | 0.972 |
| **Slc4a1** | 0.985 | 0.982 | 0.982 | 0.987 |
| **Sptb** | 0.965 | 0.959 | 0.958 | 0.967 |
| **Ank1** | 0.948 | 0.942 | 0.943 | 0.950 |
| **Alas2** | 0.999 | 0.998 | 0.996 | 0.999 |

**Table S4 T cell (CD4) and B cell Marker Correlation**

|  | **T cells** | **B cells** | | | | | | | **NK cells** | **Monocytes** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Genes* | *Cd4* | *Cd79a* | *Cd79b* | *Ms4a1* | *Pax5* | *Ighd* | *Ighm* | *Il7r* | *Klrb1c* | *Irf8* |
| *Cd4* | 1.000 | 0.833 | 0.858 | 0.791 | 0.816 | 0.777 | 0.815 | 0.829 | 0.670 | 0.935 |
| *Cd79a* | 0.833 | 1.000 | 0.988 | 0.961 | 0.978 | 0.897 | 0.962 | 0.984 | 0.725 | 0.930 |
| *Cd79b* | 0.858 | 0.988 | 1.000 | 0.940 | 0.955 | 0.878 | 0.976 | 0.977 | 0.806 | 0.913 |
| *Ms4a1* | 0.791 | 0.961 | 0.940 | 1.000 | 0.916 | 0.973 | 0.916 | 0.942 | 0.679 | 0.914 |
| *Pax5* | 0.816 | 0.978 | 0.955 | 0.916 | 1.000 | 0.861 | 0.957 | 0.982 | 0.616 | 0.929 |
| *Klrb1c* | 0.670 | 0.725 | 0.806 | 0.679 | 0.616 | 0.611 | 0.738 | 0.712 | 1.000 | 0.595 |
| *Irf8* | 0.935 | 0.930 | 0.913 | 0.914 | 0.929 | 0.893 | 0.889 | 0.925 | 0.595 | 1.000 |
| *Ighd* | 0.777 | 0.897 | 0.878 | 0.973 | 0.861 | 1.000 | 0.870 | 0.905 | 0.611 | 0.893 |
| *Ighm* | 0.815 | 0.962 | 0.976 | 0.916 | 0.957 | 0.870 | 1.000 | 0.965 | 0.738 | 0.889 |
| *Il7r* | 0.829 | 0.984 | 0.977 | 0.942 | 0.982 | 0.905 | 0.965 | 1.000 | 0.712 | 0.925 |

How the deposited data were processed for this re-analysis (not part of the article)

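RNA was measured in bone marrow and kidney of vehicle-treated and oxaliplatin-treated mice, 5 libraries per tissue and treatment and 20 in all, each from 1 mouse. The authors deposited raw counts per gene for both tissues, made by alignment with STAR to the mouse genome of Ensembl release 101 and counting of uniquely aligned, unambiguous reads in Partek Flow, with no normalization or filtering of the counts. The paper states that differential expression was tested with DESeq2 after median ratio normalization. Strand use and read filters before counting are not named in the paper's text, and tissue collection is described for bone marrow only. Samples were assigned to tissue, treatment and replicate from their labels and the paper. The same replicate number in the 2 treatment groups belongs to different mice.

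Each table had 55774 lines, and lines that repeated an identifier with identical counts, and 1 with a missing value, were left out, leaving 55486 genes. Positions came from the GENCODE mouse release 21 annotation of GRCm38, which covers 55227 of the identifiers. In each tissue, genes were filtered with filterByExpr at a minimum count of 10, scaled by TMM and tested with the robust quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1), two-sided, with treatment as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change beyond 1.5 either way. Adjusted p values of single genes come from this test unless another is named. Values per mouse are TMM-scaled CPM, with the SD over 5 mice. At these depths 3 counts, taken as the floor, correspond to between 0.0729 and 0.0978 CPM in bone marrow and between 0.0970 and 0.123 CPM in kidney; these floors cover counting error only.

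Lists of marker genes were scored in each mouse as the mean log2 CPM with a prior count of 2 over the genes that passed the filter. Groups were compared with the exact two-sided permutation test over the 252 ways to divide 10 mice into 5 and 5, whose smallest p is 0.00794, with Benjamini-Hochberg adjustment over 18 lists or 7 contrasts between lists. Correlations were computed over 10 mice on log2 CPM with each group's mean subtracted, with 100000 shuffles within groups. The response of the 2 tissues was compared with edgeR's test of the tissue by treatment interaction in 20 libraries, adjusted over 99 genes. That model gives each gene a single spread over both tissues, although the square root of the common dispersion was 0.269 in bone marrow and 0.149 in kidney. It treats the libraries as independent, and which mice gave both tissues is not stated. Genes named in the text are those the paper names with an RNA result; in each tissue, the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 1 and no overlap between the groups; and members of reported lists.

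The alternatives were DESeq2 1.42.0 with median ratio size factors, size factors in place of TMM, library size alone, hemoglobin genes left out, no filter beyond 1 count, at least 10 counts in every sample, a replicate block, a covariate of Y-linked genes, a test against 1.5-fold, a fold change beyond 2, a prior count of 0.5, the median over a list, list genes with at least 10 counts in every sample, CPM that were not logged, Spearman's rho, and each mouse left out in turn. The steps were tested on simulated data of the same size: edgeR called 99.5% of 200 changed genes in a bone marrow set with 12 false calls among 22560 genes, and 99.0% with 9 false calls among 19413 genes in a kidney set, and called 0 genes in sets where nothing was changed. Only genes with ample counts were changed, by at least 2-fold, and all genes had the same spread. These shares therefore do not measure how often weakly expressed genes or smaller changes are called in the real data. For 20 simulated genes sharing no factor the median r within groups was 4.3e-04, but 0.990 over both groups together. These genes were given a large fall in the oxaliplatin group and little spread, so 0.990 is not a value for the real genes. Some single genes the paper names are not reported here. Gene Ontology enrichment, the blood counts and the plasma cytokines were not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.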

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

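The mouse-by-mouse relations with the skeletal muscle list were chosen after the result was seen. So was the grouping of the tissue relabelings by which mice they mix. Fgf23 was also singled out after its values were seen. The remaining tests in this part were set before their result was seen.

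Kidney was discussed in the paper for Epo and Thpo, yet 2216 of the 19293 genes tested there with edgeR were called, 1481 higher and 735 lower after oxaliplatin. Of the 16 splits that part all same-numbered mice, 1, the real one, called as many genes; with 16 splits a share under 0.05 cannot be reached, so these alone cannot tell the number from an accidental division of the mice. Same-numbered mice are different animals. Among 100 drawn of the 126 splits of the 10 mice, which also include splits that leave same-numbered mice together, 1, again the real one, called as many, and the others called at most 4, which speaks against an accidental division of the mice. With libraries thinned to the smallest total 2187 genes were called, after correction for gene length and GC content 2115 (1838 of them in the original 2216), and with the 10 genes of the highest total count left out 2216. TMM scaling trims such genes, so leaving them out had little room to move the number and says little about that explanation. A response of the kidney to oxaliplatin may account for the number, as a hypothesis that the depth, length and GC tests leave standing.

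The same tests in bone marrow gave 1 of 16 splits, the real one, and 1 of 100 drawn splits, with the others calling 0 genes. Bone marrow had 5137 genes called after thinning, 5236 after the length and GC correction (4749 of them in the original 5221), and 5212 without the 10 genes of the highest total count. As in kidney, the 16 splits are too few to bring the share under 0.05, and the 100 drawn splits speak against an accidental division of the mice.

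A list of 15 adipocyte genes, which the paper does not discuss, rose in bone marrow by 3.84 in mean log2 CPM, from 2.64 ± 0.34 to 6.48 ± 0.89 (SD, n = 5 mice per group; exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, higher in 5 of 5 mice). The rise was 3.81 with libraries thinned and 3.82 after the length and GC correction. A list of 14 skeletal muscle genes rose as well, by 3.37 (exact permutation p = 0.0238), above every vehicle-treated mouse in 4 of 5 mice. Within groups the adipocyte and muscle lists had r = -0.381 (permutation p = 0.289, adjusted p = 0.289 over 4 relations), rho = -0.455 (permutation p = 0.188) and r = -0.201 without the 2 farthest mice. Oxaliplatin-treated mouse 4 had the highest adipocyte score of its group (7.15) and the lowest muscle score (1.53), so carried-over tissue that brings muscle with it was not shown to account for the adipocyte rise, though the muscle list rose between the groups. The adipocyte list (14 genes) also rose in kidney, by 1.18 (exact permutation p = 0.00794, adjusted p = 0.0143 over 18 lists). More adipocyte RNA in the marrow after oxaliplatin is a candidate explanation, as a hypothesis; fat carried over without muscle was not tested.

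Fgf23, which lies on chromosome 6 from 127072902 to 127081408, was singled out after its values were seen and is not discussed in the paper. It had 6 to 50 counts per vehicle-treated mouse and 1442 to 3702 per oxaliplatin-treated mouse in bone marrow, a log2 fold change of 6.70 (standard error 0.59, edgeR adjusted p = 8.0e-06, higher in 5 of 5 mice). A list of 9 bone cell genes without Fgf23 did not rise (difference -0.68, exact permutation p = 0.103), which speaks against more bone cell RNA as the source. Over the other scalings, filters and models the log2 fold change was 6.25 to 6.83, and total counts per bone marrow mouse ran from 30660153 to 41140527, so library size does not account for the rise. GC content was not tested for this gene.

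In kidney, the p53 target list rose by 1.18 (24 genes) and the glycolysis list by 0.63 (18 genes), and a list of 14 kidney injury genes rose by 0.60. Each had an exact two-sided permutation p of 0.00794 and an adjusted p of 0.0143 over 18 lists, and was higher in 5 of 5 mice. The 15 HIF targets outside glycolysis rose by 0.60 in kidney (exact permutation p = 0.0159, adjusted p = 0.0238, above every vehicle-treated mouse in 4 of 5 mice), so HIF activity may contribute to the glycolytic rise, as a hypothesis. Technical explanations were not tested for these lists one by one.

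The response of p53 target genes differed between the tissues for 12 of 24 genes by the edgeR interaction test (15 at an unadjusted p under 0.05), with a higher log2 fold change in kidney for 6 and a lower one for 6. That test gives each gene a single spread over both tissues. For Btg2, Sesn1 and Perp the 2 tissues had opposite signs; Btg2 fell in bone marrow (-1.48) and rose in kidney (1.34). Kidney minus bone marrow, in log2 fold change, Btg2 differed by 2.77, Gdf15 by 1.16, Cdkn1a by 0.82, Trp53inp1 by 0.78, Sesn1 by 0.77 and Mdm2 by 0.27, while Zmat3 differed by -1.36, Phlda3 by -1.03, Pmaip1 by -0.90, Ccnd1 by -0.90, Perp by -0.79 and Ei24 by -0.64. Among the genes the paper names, 45 of 82 differed (48 at an unadjusted p under 0.05), with a higher log2 fold change in kidney for 26 and a lower one for 19. Fitted alone, 80 of these genes had enough counts to be tested in bone marrow and 68 in kidney. The 45 therefore include genes with few counts in 1 tissue, such as Thpo (-3.91, edgeR interaction test, adjusted p = 2.9e-05), which was not tested in bone marrow. Of 50 relabelings of treatment within tissues, the real one included, 3 gave as many p53 target genes; of the other 2, the first (16 genes) relabeled all 10 bone marrow mice and 6 kidney mice, and the second (15 genes) relabeled 4 kidney mice. Because 3 of 50 is not under 0.05, the number was not told apart from other divisions of the mice by this share. Both of those relabelings, however, keep the bone marrow groups whole or exchanged, and with them the bone marrow effect, against a mixed kidney; the 45 that mixed the mice of both tissues gave at most 4 genes. With libraries thinned 12 genes differed, and after the length and GC correction 14.

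A mouse far from the others of its group was found in 24 of 246 groups of 5 values (9.76%), where about 12.3 would arise by accident at 1 in 20, and the gap divided by the range is given for each. Oxaliplatin-treated bone marrow mouse 3 accounted for 8, namely Cd79b (0.825), Elane (0.828), Eno3 (0.752), Il7r (0.726), Pfkm (0.717), Ppbp (0.728), Tgfb1 (0.805) and the T cell list (0.749). Mouse 4 of that group accounted for 4, Eno1 (0.756), Irf8 (0.817), Pgam1 (0.756) and the glycolysis list (0.790). Mouse 5 was apart for Cdkn1a (0.898) and Cd79a (0.747), and mouse 2 for Gp1ba (0.734). In vehicle-treated bone marrow the genes were Ccnd2 (0.718) and Klrb1f (0.758) in mouse 4, Pmaip1 (0.787) in mouse 3, and the early erythroid list (0.733) in mouse 5. C2cd4a and Gm6093 each had a ratio of 1 because a single vehicle-treated mouse had any counts, 4 and 2. In vehicle-treated kidney they were 2610528A11Rik (0.769), Pzp (0.834) and Ugt1a2 (0.785). Eno3 followed the skeletal muscle list within groups (r = 0.843, permutation p = 0.00543, adjusted p = 0.0109 over 4 relations; rho = 0.939, permutation p = 3.1e-04; r = 0.759 without the 2 farthest mice), so muscle RNA in the marrow is a candidate explanation for the Eno3 values. The glycolysis list was not shown to follow it (r = 0.496, permutation p = 0.157), and no biological explanation was tested for the remaining values.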

How the results depend on the processing

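All alternatives listed with the processing were set before the data were examined. Of 91 named bone marrow genes, 15 changed direction or side of the threshold under at least 1 setting, and of 13 named kidney genes 1 did. Over all settings, 10 values of the bone marrow genes were weaker, 16 stronger and 14 reversed among 1624. Of the 12 p53 target genes that differed between tissues, 2 (Cdkn1a and Mdm2) did not keep their side of the threshold in each setting run for this comparison, which were size factors, hemoglobin genes left out, the replicate block and each mouse left out in turn; the other settings were not run for it.

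The number of differentially expressed genes stayed between 4469 and 5881 in bone marrow and between 1903 and 2715 in kidney over the other settings. In bone marrow it moved to 2730 when tested against 1.5-fold and to 3231 with a fold change beyond 2; in kidney it was 454 and 941 under these settings. Leaving out 1 mouse gave 4725 to 5727 in bone marrow and 1761 to 2424 in kidney. Scaling by library size alone shifted the kidney median log2 fold change by 0.13, and the share of called genes that were higher went from 66.8% to 82.7%. The cause was not tested.

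The NK cell list changed by -0.31 with the median over the list and -0.32 with list genes of at least 10 counts in every sample, no longer past the threshold. For the monocyte list the sign reversed with size factors (0.031), library size alone (0.14), hemoglobin genes left out (0.021) and the median over the list (0.25), and the T cell list with 1 mouse left out ran from -0.024 to 0.18, the monocyte list from -0.087 to 0.14. Late erythroid minus B cell reversed to -0.33 with the median and -0.28 with the stricter list filter, and ran from -0.16 to 0.36 with 1 mouse left out; neutrophil minus monocyte ran from -0.27 to -0.12 there and was past the threshold at its low end. In kidney the HIF list rose by 0.43 with the median, no longer past the threshold. With 1 mouse left out it rose by 0.46 to 0.73 and was no longer past the threshold in 4 of these runs. The cause was not tested.

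With library size alone the median r of the Table S3 pairs was -0.138, and with 1 mouse left out the medians ran from -0.138 to 0.280 for these, 0.144 to 0.372 for the Table S4 pairs, -0.140 to 0.588 for Cdkn1a with pro-apoptotic genes and -0.268 to 0.308 with glycolytic genes. The place of Cdkn1a in the connectivity ranking was the top 47.6% on within-group deviations, 26.6% with Spearman's rho and 2.13% with CPM that were not logged, and 0.0192 to 0.0575% with 1 mouse left out. The cause was not tested.

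Single genes that reversed were Hk1 (0.072), Pfkm (0.063) and Mpo (0.083) with library size alone, and Pfkm (0.15), Spi1 (-0.19) and Mpo (0.044) with the covariate of Y-linked genes. With 1 mouse left out their log2 fold changes ran from -0.52 to 0.080 for Pfkm, -0.040 to 0.14 for Spi1 and -0.18 to 0.017 for Mpo. The cause was not tested.

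With a replicate block for same-numbered mice, 4968 genes were called in bone marrow and 2017 in kidney, and Spi1 reversed to -0.0084. The mean correlation of same-numbered mice was 0.0343 in bone marrow and -0.0427 in kidney, and these are different animals, so a call lost with the replicate block is not a weaker effect. For list scores and contrasts the block test has 32 sign flips and a smallest p of 0.0625, so none can pass a threshold of 0.05, and the values are unchanged by it: in bone marrow late erythroid -2.59, early erythroid -1.04, B cell -2.66, NK cell -0.48, megakaryocyte 0.72, adipocyte 3.84, p53 target 1.14, glycolysis 0.55, HIF target 0.74, S phase and mitosis -0.93, late minus early erythroid -1.55, B cell minus neutrophil -2.45, late erythroid minus neutrophil -2.39, B cell minus T cell -2.70 and T cell minus NK cell 0.52; in kidney p53 target 1.18, glycolysis 0.63, HIF target 0.60 and kidney injury 0.60.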

Differences from the paper's values

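The paper reports more than 13400 genes identified, and 22363 were tested here, which is also more than that; taken as a single value, the filter of at least 10 counts in every sample gave 18334, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. The number of genes lower after oxaliplatin is about 1700 in Figure 1A, read by eye, and was 2632 here. It was within 1.5 times the paper's value with size factors (2454), library size alone (1984), hemoglobin genes left out (2506), at least 10 counts in every sample (2300), testing against 1.5-fold (1383), a fold change beyond 2 (1618) and without vehicle replicate 1, 2, 3 or 5 or oxaliplatin replicate 2 or 4 (2336 to 2532), and not with the remaining alternatives. For Sirt1 the paper's FDR is 1.11E-06 and the edgeR adjusted p here is 0.00328; no alternative closed the gap. The fold change of Ly6c1 is 2.29 in the paper and 1.12 here, and no alternative closed the gap. Renal Epo is given as 3000-fold in the paper's text and was 1481-fold here; without vehicle replicate 3 the other vehicle-treated mice were at or under the floor of 3 counts and it was at least 1027-fold higher, a lower bound that leaves room for the paper's value, and no other alternative closed the gap.

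The paper places Cdkn1a among the top 2.5% of correlated genes, and its place at 0.0192% here lies within that bound; taken as a single value, 2.5% was met within 1.5 times by CPM that were not logged (2.13%), and not by the other alternatives. The median r over the pairs of Table S3, both groups together, is 0.968 in the paper's table and was 0.926 here, and CPM that were not logged gave 0.963. For Table S4 it is 0.905 in the paper's table and was 0.920 here, and it was 0.904 with CPM that were not logged, also within the gap without vehicle replicates 1, 2 or 4. Of 54 values compared, 8 differed, with the 2 bounds (more than 13400 and top 2.5%) taken as single values, and 44 of 46 fold changes were within the larger error.

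The paper describes Cebpa as unchanged, and it was higher here, with a log2 fold change of 1.21 (edgeR adjusted p = 3.2e-05); the paper's own table lists a fold change of 2.24. Figure S2 shows Pgam2 as increased, and it was not called here (0.56, edgeR adjusted p = 0.161); without oxaliplatin replicate 4 it passed the adjusted p threshold. Slc16a3 is drawn as decreased and was 0.43 here, passing the adjusted p threshold as a rise of 0.47 with DESeq2 and 0.57 with library size alone, while Slc16a1 is drawn as unchanged and fell by 1.66. For Ly6c1 the paper states an increase, and only library size alone gave an adjusted p under 0.05 here, with 0.32. The paper ranks erythroid cells as most affected, followed by lymphoid populations, and here the falls of the late erythroid and B cell lists were not told apart (0.069). The other lymphoid lists changed less than the late erythroid list, but the T cell list did not fall. The paper also places lymphoid populations ahead of neutrophils, whose list changed by -0.20 here. The T cell list changed by 0.040 and the NK cell list by -0.48, against -2.59 for the late erythroid list. These 2 lists were not tested against the late erythroid or neutrophil lists.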

Other observations

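The tests of E2f2 and Epor against the erythroid lists, of Cd4 against the T cell list, of Ly6c1 against the paper's table and of skeletal muscle RNA mouse by mouse were chosen after the result was seen.

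The fall of E2f2 came with a fall of the S-phase and mitosis list without E2f2 (-0.89, exact permutation p = 0.00794), so lower S-phase expression may account for it. The early erythroid list fell by 1.04 as well. Whether the S-phase list fell beyond the loss of erythroid RNA was not tested. Within each mouse E2f2 minus the early erythroid list fell by 0.68 (exact permutation p = 0.00794, lower in 5 of 5 mice), which speaks against loss of early erythroid RNA alone. E2f2 minus the late erythroid list rose by 0.88 (higher in 5 of 5 mice), so E2f2 fell less than late erythroid genes and loss of late erythroid RNA remains open. For Epor, the difference from the early erythroid list was -0.24 (exact permutation p = 0.0556, below every vehicle-treated mouse in 4 of 5 mice), so fewer erythroid cells could explain its fall, as could lower expression per cell, which bulk RNA does not separate.

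The T cell list without Cd4 and Il7r did not fall (0.24, exact permutation p = 0.214), which speaks against loss of T cell RNA as the cause of the Cd4 decline. A list of 10 plasmacytoid dendritic cell genes fell by 1.50 (exact permutation p = 0.00794, lower in 5 of 5 mice), and these cells are a candidate source of the lost Cd4 and Irf7 RNA. Interferon-stimulated genes without Irf7 and Rsad2 fell by 0.87 in bone marrow (exact permutation p = 0.00794), and fell by 0.041 in kidney (exact permutation p = 0.778), so a lower interferon response in marrow remains a further candidate explanation for Irf7; whether the list differs between the tissues was not tested. For Irf7 itself, kidney minus bone marrow differed by 1.26 in log2 fold change (edgeR interaction test, adjusted p = 1.4e-05 over 99 genes).

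HIF targets outside glycolysis rose by 0.74 in bone marrow (exact permutation p = 0.00794, adjusted p = 0.0119 over 18 lists, higher in 5 of 5 mice), so HIF activity may contribute to the glycolytic rise. The glycolysis list, which holds neither Pgam2 nor Eno3, had r = 0.496 with the skeletal muscle list within groups (permutation p = 0.157, adjusted p = 0.209; rho = 0.515, permutation p = 0.158) and r = -0.0612 without the 2 farthest mice, so muscle RNA was not shown to explain the list. Pgam2 followed the muscle list (r = 0.847, permutation p = 0.00479, adjusted p = 0.0109; rho = 0.879, permutation p = 0.00326; r = 0.889 without the 2 farthest mice), so its level may reflect muscle RNA.

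Ly6c1 has a control mean in the paper's table that is 0.0929 of its mean normalized count here, lower than for all 1828 genes with a control mean of at least 20, whose central 95% runs from 0.352 to 14.8. This suggests that other reads were counted for Ly6c1 in the paper's table; the gene has a close paralog, and the counting rule was not tested. The copy of that table available here held 1997 genes, fewer than the paper's full list of differentially expressed genes. The overlap therefore covers only that part of the list. Of 1957 of these genes tested here, 1956 changed in the same direction and 1919 were called in it (98.1%). The 2 sets of log2 fold changes had a rho of 0.992 across these genes, which are not independent replicates. Among them, 14 genes differed by more than 1 on the log2 scale.

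Among the named genes with large rises in bone marrow, Gm6093 had 0 to 2 counts per vehicle-treated mouse and 373 to 1154 per oxaliplatin-treated mouse and Ccl8 2 to 24 counts per vehicle-treated mouse and 3273 to 8181 per oxaliplatin-treated mouse. Prss50 was lower, at -4.96 (edgeR adjusted p = 2.6e-07, lower in 5 of 5 mice). Of the named genes in kidney, Epo aside, those that rose include Ugt1a2 6.59 (edgeR adjusted p = 0.00958), Cdhr1, with 0 to 3 counts per vehicle-treated mouse and 70 to 267 per oxaliplatin-treated mouse, Adamts4 5.82 (edgeR adjusted p = 1.5e-04), 2610528A11Rik 5.26, Cdkn1a 5.25, Eda2r 4.98 and Slc16a3 3.96, and those that fell include Gm6300 -4.12, Slco1a1 -3.63 and Pzp -3.10. Lcn2 rose by 2.06 and Havcr1 changed by 0.11 on the log2 scale. In all 20 libraries Xist, a gene expressed in female cells, had 0 to 100 counts and the Y-linked genes together 2031 to 7154. The labels give no sex, and the methods name male and female mice. These counts argue against female mice among those sequenced, so the covariate of Y-linked genes does not adjust for sex.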
